# Molecular subtyping reveals immune alterations associated with progression of bronchial premalignant lesions

**DOI:** 10.1038/s41467-019-09834-2

**Published:** 2019-04-23

**Authors:** Jennifer E. Beane, Sarah A. Mazzilli, Joshua D. Campbell, Grant Duclos, Kostyantyn Krysan, Christopher Moy, Catalina Perdomo, Michael Schaffer, Gang Liu, Sherry Zhang, Hanqiao Liu, Jessica Vick, Samjot S. Dhillon, Suso J. Platero, Steven M. Dubinett, Christopher Stevenson, Mary E. Reid, Marc E. Lenburg, Avrum E. Spira

**Keywords:** Lung cancer, Tumour biomarkers, Computational biology and bioinformatics

## Abstract

Bronchial premalignant lesions (PMLs) are precursors of lung squamous cell carcinoma, but have variable outcome, and we lack tools to identify and treat PMLs at risk for progression to cancer. Here we report the identification of four molecular subtypes of PMLs with distinct differences in epithelial and immune processes based on RNA-Seq profiling of endobronchial biopsies from high-risk smokers. The Proliferative subtype is enriched with bronchial dysplasia and exhibits up-regulation of metabolic and cell cycle pathways. A Proliferative subtype-associated gene signature identifies subjects with Proliferative PMLs from normal-appearing uninvolved large airway brushings with high specificity. In progressive/persistent Proliferative lesions expression of interferon signaling and antigen processing/presentation pathways decrease and immunofluorescence indicates a depletion of innate and adaptive immune cells compared with regressive lesions. Molecular biomarkers measured in PMLs or the uninvolved airway can enhance histopathological grading and suggest immunoprevention strategies for intercepting the progression of PMLs to lung cancer.

## Abstract (web summary)

Bronchial premalignant lesions can potentially progress to lung squamous cell carcinoma. Here, the authors profile bronchial biopsies from high-risk smokers by RNA sequencing and identify four molecular subtypes of premalignant lesions and an immune molecular signature that associates with lesion progression.

## Introduction

Lung cancer (LC) is the leading cause of cancer death taking ~160,000 US lives each year, more than colorectal, pancreatic, breast, and prostate cancers combined. To decrease mortality, we need innovative strategies to intercept cancer development by diagnosing the disease at its earliest and potentially most curable stage. Development of LC risk biomarkers and interception strategies requires a detailed understanding of the earliest molecular alterations involved in lung carcinogenesis that occur in the respiratory epithelium^1,2^. Exposure to cigarette smoke creates a field of injury throughout the entire respiratory tract by inducing a variety of genomic alterations that can lead to an at-risk airway where premalignant lesions (PMLs) and LCs develop. Lung squamous cell carcinoma (LUSC) arises in the epithelial layer of the bronchial airways and is often preceded by the development of PMLs through a stepwise histological progression from normal epithelium to hyperplasia, squamous metaplasia, dysplasia (mild, moderate, and severe), carcinoma in situ (CIS), and finally to invasive and then metastatic LUSC^3^. In fact, the presence of high-grade persistent or progressive dysplasia (moderate or severe) is a marker of increased LC risk both at the lesion site (where they are the presumed precursors of squamous cell lung cancer) and elsewhere in the lung, although many dysplastic lesions do have varied outcomes^4,5^. Currently, however, we lack effective tools to identify PMLs at highest risk of progression to invasive carcinoma^6^. The development of markers of disease progression would identify patients at high-risk, suggest novel lung cancer chemoprevention agents, and provide molecular biomarkers for monitoring outcome in lung cancer prevention trials.

We hypothesized that molecular characterization of bronchial endobronchial biopsies containing a mixture of epithelial and immune cells would allow us to identify transcriptomic alterations associated with high-grade histology and premalignant lesion progression. In this study, we used mRNA sequencing (mRNA-seq) to profile endobronchial biopsies and brushings obtained through serial bronchoscopies from high-risk smokers undergoing lung cancer screening by autofluorescence bronchoscopy and chest computed tomography (CT). Using the bronchial biopsies, we identified four molecular subtypes associated with clinical phenotypes and biological processes. One subtype (Proliferative subtype) is enriched with bronchial dysplasia, high basal cell and low ciliated cell signals, and expression of proliferation-associated pathways. Genes involved in interferon signaling and T-cell-mediated immunity were down regulated among progressive/persistent lesions within the Proliferative subtype compared with regressive lesions and these pathways correlated with decreases in both innate and adaptive immune cell types. Molecular classification of biopsies into a high-grade/progressive disease group may be used to stratify patients into prevention trials and to monitor efficacy of the treatment. The results also suggest that personalized lung cancer chemoprevention, targeting specific cancer-related pathways or the immune system may have potential therapeutic benefits.

## Results

### Subject population

In this study, we used mRNA-seq to profile endobronchial biopsies and brushings obtained through serial bronchoscopy of high-risk smokers undergoing lung cancer screening by autofluorescence bronchoscopy and chest CT at the Roswell Park Comprehensive Cancer Center (Roswell) in Buffalo, NY. The Discovery Cohort samples were obtained from the Roswell subjects between 2010 and 2012 (DC; *n* = 29 patients, *n* = 191 biopsies, *n* = 91 brushes), and the Validation Cohort samples were obtained between 2012 and 2015 (VC; *n* = 20 patients, *n* = 111 biopsies, and 49 brushes). The subjects are predominantly older smokers, many of which have a prior history of lung cancer, chronic obstructive pulmonary disease (COPD), and occupational exposures that confer a high-risk of developing lung cancer. Clinical characteristics reported at the baseline visit such as sex, age, smoking status (ever or never), pack-years, prior history of lung cancer, COPD status, and occupational exposures were not significantly different between the two cohorts (Table 1). After sample filtering based on several quality metrics, the DC had 190 biopsies and 89 brushes, whereas the VC had 105 biopsies and 48 brushes. Ninety-four percent of subjects had at least one lung anatomic location sampled two or more times via endobronchial biopsy. The DC and VC contained 37.9% and 35.2% biopsies with a histological grade of dysplasia or higher and 23.1% and 19.0% had progressive/persistent dysplasia, respectively (Table 2). We used a previously described smoking-associated signature^7^ to predict the smoking status of each sample, as smoking status was only available at baseline. The predicted smoking status was consistent across all procedures for 63% and 70% of the DC and VC subjects, respectively (Supplementary Table 1). In terms of RNA sequencing quality, the DC had significantly greater total reads, percent uniquely mapping reads, and median transcript integrity number scores^8^ among the biopsies than the VC, but these differences between cohorts were not reflected in the brushes (Supplementary Table 2).

**Table 1:** Subject demographic and clinical annotation in the discovery and validation cohorts

Variable	Discovery cohort (*n* = 30)	Validation cohort (*n* = 20)	*P* value
Average # biopsies/subject	6.6 (5.7)	5.25 (2.9)	0.3
Average # bronchoscopies/subject	3.1 (1.6)	2.5 (0.7)	0.08
Average time between bronchoscopies (days)	348.6 (197.5)	366.8 (208.3)	0.69
Male	15/30 (50)	12/20 (60)	0.81
White	27/30 (90)	17/20 (85)	1
Age (at baseline clinical visit)	58.8 (7.6)	58.7 (8.3)	0.97
Ever smoker (at baseline clinical visit)	29/30 (96.7)	19/20 (95)	1
Pack-years (at baseline clinical visit)	49.8 (22.1)	41.3 (20.7)	0.17
Prior history of lung cancer	21/30 (70)	12/20 (60)	0.82
Prior history of LUSC	5/30 (16.7)	5/20 (25)	0.73
COPD (FEV1/FVC ≤ 0.7, at baseline clinical visit)	17/27 (63.0)	8/18 (44.4)	0.61
GOLD 1 (FEV1%> 80)	2/27 (7.4)	2/18 (11.1)	1
GOLD 2 (FEV1% < 80 and > 50)	12/27 (44.4)	5/18 (27.8)	0.56
GOLD 3 (FEV1% < 50 and > 30)	3/27 (11.1)	1/18 (5.6)	1
Occupational asbestos	13/30 (43.3)	9/20 (45)	1
Occupational high-risk job	14/30 (46.7)	12/20 (60)	0.62

Statistical tests between the discovery and validation cohorts were performed using two-sided Fisher’s exact tests for categorical variables and two-sided Student’s *t*-tests for continuous variables. Percentages are reported for categorical variables and mean and standard deviations are reported for continuous variables. Source data are provided as a Source Data file

**Table 2:** Sample clinical annotation in the discovery and validation cohorts

Variable	Discovery cohort		Validation cohort		*P* value	
Sample type	Biopsies	Brushes	Biopsies	Brushes	Biopsies	Brushes
Histology					0.05	0.42
Normal	38/190 (20)	6/89 (6.7)	23/105 (21.9)	0/48 (0)		
Hyperplasia	30/190 (15.8)	11/89 (12.4)	31/105 (29.5)	9/48 (18.8)		
Metaplasia	46/190 (24.2)	15/89 (16.9)	14/105 (13.3)	9/48 (18.8)		
Mild dysplasia	21/190 (11.1)	9/89 (10.1)	13/105 (12.4)	6/48 (12.5)		
Moderate dysplasia	38/190 (20)	30/89 (33.7)	20/105 (19.0)	18/48 (37.5)		
Severe dysplasia	12/190(6.3)	17/89 (19.1)	4/105 (3.8)	6/48 (12.5)		
Carcinoma in situ	1/190 (0.5)	0/89 (0)	0/105 (0)	0/48 (0)		
Tumor	0/190 (0)	1/89 (1.1)	0/105 (0)	0/48 (0)		
Unknown histology	4/190 (2.1)	0/89 (0)	0/105 (0)	0/48 (0)		
Current smoker (genomic prediction)	119/190 (62.6)	44/89 (49.4)	38/105 (36.2)	20/48 (41.7)	1.80E-05	0.47
Progression status					0.39	
Normal/stable	47/190 (24.7)		35/105 (33.3)			
Progressive/persistent	44/190(23.2)		20/105 (19.0)			
Regressive	30/190 (15.8)		18/105 (17.1)			
Unknown	69/190 (36.3)		32/105 (30.5)			

Statistical tests between the discovery and validation cohorts within either the biopsies or brushes were performed using two-sided Fisher’s exact tests and percentages are reported. Source data are provided as a Source Data file

### LUSC PMLs divide into distinct molecular subtypes

In order to identify gene expression differences associated with LUSC PML histological severity using the endobronchial biopsies, we used a discovery-based approach to identify de novo molecular subtypes based on distinct patterns of gene co-expression (gene modules). The approach was chosen given that there is histological heterogeneity within biopsies and that pathological analyses were conducted using biopsies adjacent to biopsies profiled via mRNA-Seq. First, we sought to select a set of gene modules that are present across different LUSC–related data sets. 

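The mouse data set consists of RNA from fresh frozen whole lung sections and from tissue isolated by laser capture microdissection (LCM), taken from SWR/J and A/J mice. Single-end reads of 50 nucleotides were aligned by the authors to the mouse genome (mm9), and the authors deposited RSEM expected counts per gene without normalization, for each of 40 samples. An expected count is the number of reads that RSEM assigns to a gene after it divides reads that align to several genes among them. Of the 40 samples, 25 passed quality control. They comprise 7 normal samples, 5 samples with mild dysplasia, 9 with moderate/severe dysplasia, 2 with severe dysplasia and 2 with CIS/SCC tumor. The last 3 conditions are called high-grade samples here (n = 13). By sample type, 13 of the 25 were LCM samples and 12 were whole lung samples, and by strain 17 came from SWR/J mice and 8 from A/J mice. The expected counts summed to between 2667387 and 16534728 per sample. Their median was 10027565 in normal samples, 6642078 in mild dysplasia and 8625998 in high-grade samples. Log2 CPM (counts scaled to library size) were computed with edgeR's TMM normalization and a prior count of 2, and were then adjusted by linear regression for RNA quality (median TIN), strain and sample type.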

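Applied to the 25 mouse samples, the gene filter described in the Supplementary Materials and Methods kept 15630 of the genes in the table. Without the TMM step it kept 15662 genes, and with a prior count of 0.25 for the log2 transformation it kept 14897. The alternative that moved the count most was to filter on the expected counts themselves, which kept 21700 genes. A co-expression network was then built from the adjusted values with the main steps of WGCNA, written out anew because the package was not available and without the stage that reassigns genes to modules. The network had 61 modules that together held 7607 genes, or 48.7% of the genes in the network. The modules had between 20 and 685 genes, with a median of 83 genes. The number of modules followed the settings. A minimum module size of 30 genes gave 49 modules, a merge height of 0.25 gave 31 modules, a soft threshold power of 9 gave 43 modules, and values without adjustment gave 54 modules. The network of all 40 samples had 21 modules, the largest departure.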

Using weighted gene co-expression network analysis^9^ (WGCNA), gene modules were derived in the DC biopsies (*n* = 190 samples, *n* = 16653 genes, *n* = 15 gene modules), the DC brushes (*n* = 89 samples, *n* = 16058 genes, *n* = 47 gene modules), TCGA LUSC tumors^10^ (*n* = 471 samples, *n* = 17887 genes, *n* = 55 gene modules), and tracheobronchial samples from mice treated with *n*-nitrosotris-(2-choroethyl)urea (NTCU) (*n* = 25 samples, *n* = 14897 genes, *n* = 40 gene modules). DC biopsy gene modules that were highly correlated (absolute Pearson correlation coefficient *r* > 0.85) to at least one other non-DC biopsy module within each of the four data sets were selected. 

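The 9 biopsy modules that the paper numbers from 1 to 9 were each represented in the mouse by the genes with the same symbol, and the first principal component (PC1) of these genes was compared with the PC1 of every mouse module over the 25 samples. For Modules 1 to 5 the genes were those that the paper's supplement names in the enriched pathways of each module, with those its figures name. For Modules 6 to 9 they were the gene names in its text and figures. For every module except Module 3 the list is therefore shorter than the module itself. The absolute Pearson correlation coefficient with the closest mouse module was above 0.85 for 9 of the 9 biopsy modules. It was 0.979 for Module 1 (409 mouse genes), 0.9899 for Module 2 (90 genes), 0.865 for Module 3 (20 genes), 0.974 for Module 4 (54 genes) and 0.897 for Module 5 (160 genes). For Modules 6, 7, 8 and 9, with 3, 77, 8 and 31 mouse genes, it was 0.965, 0.988, 0.918 and 0.900. Each of these coefficients is the largest over the mouse modules, so no p-value was computed for it. Instead, 1000 random sets of as many genes were drawn for each module and treated in the same way. Their median coefficient ranged from 0.789 for Module 6 to 0.933 for Module 5, and the share of random sets above the threshold ranged from 22.2% for Module 6 to 100% for Modules 1 and 5. Module 5 exceeded 0.6% of its random sets, Module 3 exceeded 16.6% and Module 9 exceeded 34.4%, whereas the remaining modules exceeded between 90.7% and 100%. These shares hold for 1 network. For Module 5 the coefficient was 0.962 with a minimum module size of 30 genes, 0.976 with a power of 9 and 0.974 with values without adjustment, and no random sets were drawn for those networks. The alternative that moved the number of modules above the threshold most was to use all collected samples, with which it was 6 of 9. The coefficient that moved most was that of Module 4, which was 0.776 with a merge height of 0.25. The paper keeps a biopsy module if it correlates, in every one of its data sets, with a gene set that was not derived from the biopsies. Only mouse modules in the mouse samples were compared here, so the shares of random sets do not measure that criterion.

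**Figure D1:**
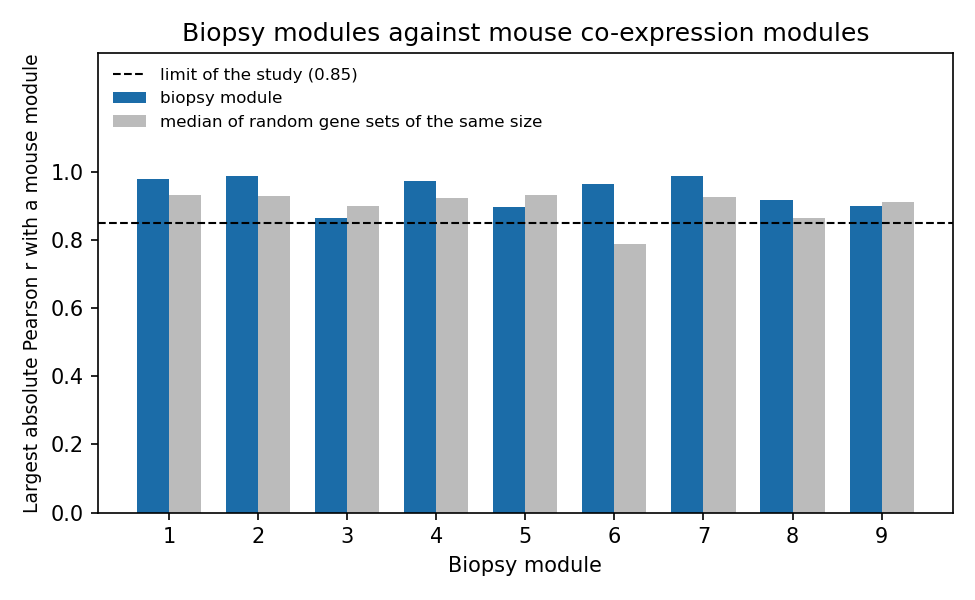
Largest absolute Pearson r between the PC1 of each biopsy module and the PC1 of a mouse module over 25 samples (y axis) for Modules 1 to 9 (x axis), with the median of 1000 random gene sets of the same size. The 9 modules sit between 0.865 and 0.9899, and the medians of the random sets between 0.789 and 0.933.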

Genes in the selected modules were filtered by requiring that each gene was also present in at least one of the correlated non-DC biopsy modules, resulting in a set of nine gene modules that consisted of 3936 genes in total (Supplementary Table 3). These gene modules identified four molecular subtypes within the DC biopsies via consensus clustering: Proliferative (dark blue, *n* = 52 samples, 27.4%), Inflammatory (dark green, *n* = 37 samples, 19.5%), Secretory (light blue, *n* = 61 samples, 32.1%), and Normal-like (light green, *n* = 40 samples, 21.1%) (Fig. 1a, Table 3).

**Fig. 1:**
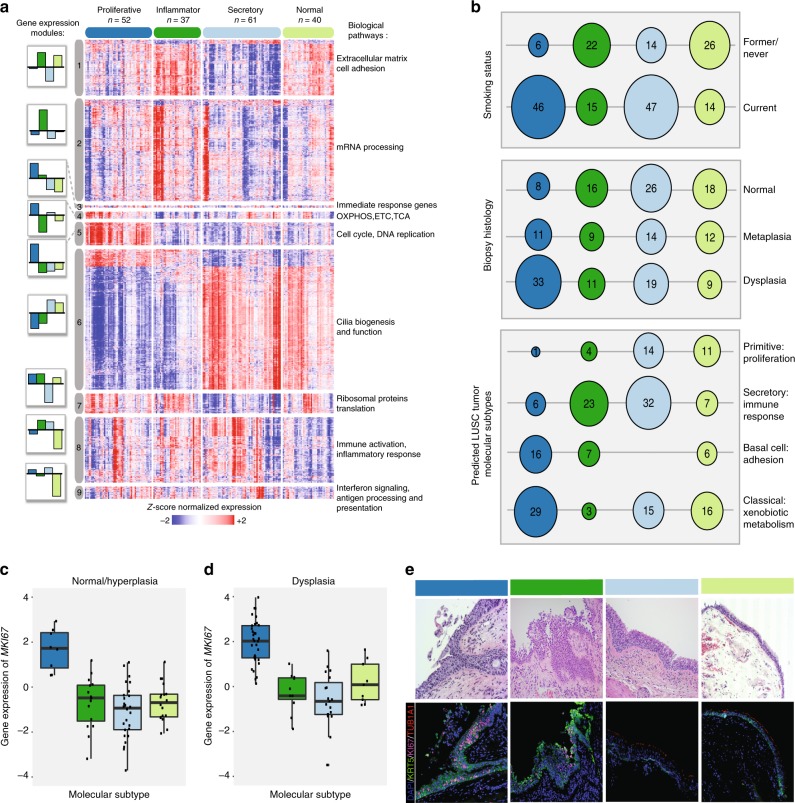
Endobronchial biopsies divide into four distinct molecular subtypes that correlate with clinical and molecular phenotypes. **a** Genes (*n* = 3936) organized into nine gene co-expression modules were used to discover four molecular subtypes (Proliferative, Inflammatory, Secretory, and Normal-like) across the 190 DC biopsies using consensus clustering. The heatmap shows semi-supervised hierarchal clustering of z*-*score-normalized gene expression across the 3936 genes and 190 DC biopsies. The top color bar represents the four molecular subtypes: Proliferative (*n* = 52 samples), Inflammatory (*n* = 37 samples), Secretory (*n* = 61 samples), and Normal-like (*n* = 40 samples). To the left of the heatmap, barplots for each module show the mean module GSVA score for each subtype. To the right of the heatmap, a summary of enriched biological pathways is listed for each module. **b** Bubbleplots showing significant associations (*p* < 0.01, two-sided Fisher’s exact test) between the molecular subtypes and genomic smoking status, biopsy histological grade, and the predicted LUSC tumor molecular subtypes. The columns represent the four molecular subtypes (Proliferative, Inflammatory, Secretory, and Normal-like) and the diameter of the circle is proportional to the number of samples within each subtype that have the row phenotype. **c** Boxplot of *MKI67* expression values in biopsies with normal or hyperplasia histology (*n* = 8, 16, 26, 18 in Proliferative, Inflammatory, Secretory, and Normal-like subtypes, respectively). The *MKI67* expression levels of the Proliferative subtype are significantly greater than non-Proliferative subtype samples (FDR = 3.4e-10, linear model). **d** Boxplot of expression values of MKI67 in biopsies with dysplastic histology (*n* = 33, 11, 19, 9 in Proliferative, Inflammatory, Secretory, and Normal-like subtypes, respectively). The *MKI67* expression levels of the Proliferative subtype are significantly greater than non-Proliferative subtype samples (FDR = 3.1e-8). **e** Immunofluorescent staining demonstrating the increased MKI67 and KRT5 staining and reduced TUB1A1 staining in the Proliferative subtype. The representative samples shown for the Proliferative and Inflammatory subtypes have dysplasia histology, whereas the samples shown for the Secretory and Normal-like subtypes have normal histology (Magnification ×  200). In the boxplots, the upper and lower hinges correspond to the first and third quartile, center line represents the median, and whiskers extend from the hinge to the largest or smallest value at most 1.5 times the distance between the quartiles. Source data are provided as a Source Data file

**Table 3:** Molecular subtype characteristics in the discovery cohort

Proliferative	
Up-regulated modules	4, 5, 7
Down-regulated modules	6
Clinical characteristics	Current smoking (86%), dysplastic biopsies (63%)
Biological characteristics	LUSC subytpes—classical and basal; *TUB1A1*, *SCGB1A1* down regulated; *KRT5*, M*KI67* up regulated
Pathways	Cell cycle: *BUB1B/1/3, CHEK1/2, CDK1/2/4/6, E2F1/3/2/4, MCM4/3/5/6/7, TP53, RB1*
	DNA repair: *TP53, PARP1, RAD51, BRCA2, FANCA/D2/G/E/M/C, XRCC5/6, ERCC6*
	Oxidative phosphorylation and electron transport chain: ATP synthases, NADH-ubiquinone oxidoreductases, cytochrome C oxidases
Transcription factors	*E2F*
Inflammatory	
Up-regulated modules	1, 2, 7, 8
Down-regulated modules	4, 5, 6
Clinical characteristics	Former smoking (59%), non-dysplastic biopsies (68%)
Biological characteristics	LUSC subytpes—secretory; *TUB1A1, MUC5AC* down regulated
Pathways	Extracellular matrix, focal adhesion, and integrin pathways: collagen, integrin, and laminin genes
	Cytokine/chemokine: *CCL2/14/19/21/28, CXCL12/14/5, CCR1/2/3/4/5, IL1B, IL11RA, IL17RB, IL1R1, IL3RA, EGF, IL15, CX3CR1, TGFB1/B2/B3, KIT*
	Downregulation of oxidative phosphorylation, respiratory elecron transport, cell cycle
Transcription factors	*SRF*
Secretory	
Up-regulated modules	6, 8
Down-regulated modules	1, 2, 5, 7
Clinical characteristics	Current smoking (63%), non-dysplastic biopsies (66%)
Biological characteristics	LUSC subytpes—secretory; *CD45, MUC5AC, TUB1A1* up regulated; M*KI67, KRT5* down regulated
Pathways	Down regulation of extracellular matrix, focal adhesion, integrin pathways
Transcription factors	Down regulation of *E2F*
Normal-like	
Up-regulated modules	1, 6
Down-regulated modules	8, 9
Clinical characteristics	Former smoking (65%), non-dysplastic biopsies (75%)
Biological characteristics	*CD45, MUC5AC, MKI67* down regulated; *SCGB1A1, KRT5, TUB1A1* up regulated
Pathways	Core extracellular matrix genes: collagen and laminin genes, *WISP1/2*
	Down regulation of innate and adaptive immunity: HLA genes, *IRF1/4/7/8, TLR2/4/6/8/10, IKBKB*
Transcription factors	Down regulation of *PEA3, IRF, NFKB*

For each molecular subtype, significant associations are reported  between the molecular subtype and gene module GSVA scores, clinical characteristics, canonical cell type epithelial and white blood cell gene markers, biological pathways, and transcription factors. The modules are designated as up regulated or down regulated in each molecular subtype based on the direction of gene expression of the majority of genes in each module. Source data are provided as a Source Data file

In order to characterize each molecular subtype, we first focused on identifying biological pathways enriched in each module, as the pattern of gene module expression defines the PML subtypes. Each gene module was found to be associated with distinct epithelial and immune biological processes (Fig. 1a, Supplementary Tables 3 and 4, Data 1). The Proliferative subtype is specifically characterized by increased expression of genes involved in energy metabolism and cell cycle pathways (Modules 4 and 5). The Secretory and Normal-like subtypes both have increased expression of genes in cilium-associated pathways (Module 6), however, the Normal-like subtype specifically has decreased expression of genes involved in inflammation, regulation of lymphocytes and leukocytes, and antigen processing and presentation pathways (Modules 8 and 9). The Secretory subtype exhibits decreased expression of genes involved in protein translation (Module 7), whereas RNA processing genes (Module 2) are expressed more highly in the Inflammatory subtype.

We further characterized our molecular subtypes by their associations with clinical phenotypes and established LUSC tumor molecular subtypes^11,12^. Sample genomic smoking status, the subject from whom the sample was derived, and sample histology demonstrated significant associations with molecular subtype (*p* < 0.01, two-sided Fisher’s exact test, Fig. 1b, Supplementary Tables 5 and 6, Supplementary Figs. 1, 2, and 3). The Proliferative and Secretory subtypes are enriched for current smokers and the Proliferative subtype is enriched for bronchial dysplasia (Fig. 1b). The Proliferative subtype has high expression of genes involved in cell cycle processes including the proliferation marker *MKI67*, which is significantly up regulated among samples in this subtype compared with samples in other subtypes (false discovery rate; FDR = 1.0e-30, linear model). The gene remained significantly up regulated in Proliferative normal/hyperplasia samples (FDR = 3.4e-10, linear model) and dysplasia samples (FDR = 3.1e-8, linear model), and these observations are supported by an increase in protein expression in representative samples (*p* = 0.02, linear model) (Fig. 1c–e, Supplementary Fig. 4, and Supplementary Table 7). The Proliferative subtype samples also had high concordance with the LUSC–Classical subtype (Fig. 1b). In the TCGA LUSC tumors, the LUSC–Classical subtype was associated with alterations and over expression of *KEAP1* and *NFE2L2* as well as amplification of 3q26 with over expression of *SOX2*, *TP63,* and *PIK3CA*^11^. Similarly, our Proliferative PMLs have increased expression of *KEAP1*, *NFE2L2*, *TP63*, and *PIK3CA* (FDR = 1.4e-6, 4.5e-12, 1.4e-9, and 0.03, respectively, linear model) (Supplementary Fig. 5A). Furthermore, the LUSC–Classical subtype was associated with increased expression of genes involved in energy metabolism, and our Proliferative subtype is in part defined by high expression of Module 4, that is enriched with genes involved in oxidative phosphorylation and the electron transport chain. In contrast, the Inflammatory and Secretory PML subtypes demonstrate enrichment for the LUSC–Secretory subtype. The LUSC–Secretory subtype was associated with the immune response, and the Inflammatory, and Secretory PMLs have the highest expression of Module 8 that is enriched for genes in these same pathways.

Finally, we wanted to examine the extent to which our PML molecular subtypes were driven by differences in epithelial and immune cell type composition by assessing expression of a number of canonical cell type markers. The Inflammatory and Secretory subtypes have higher levels of expression of the white blood cell marker *PTPRC* (*CD45*) consistent with enrichment of the LUSC–Secretory subtype (Supplementary Fig. 5B, FDR = 0.12 and 0.01, respectively, linear model). Consistent with the pathways enriched in Module 6, the ciliated cell marker *TUB1A1* expression is decreased in the Inflammatory and Proliferative subtypes (FDR = 1.1e-4 and 3.5e-19, respectively, linear model), and this is also shown by a decrease in acetylated α-tubulin staining in representative histological samples (Fig. 1e, Supplementary Fig. 4, and Supplementary Table 7). The Proliferative subtype has the highest expression (FDR = 2.4e-15, linear model) of basal cell marker (*KRT5*), indicating enrichment of lesions with high-grade histology that tightly correlates with protein expression in representative histology samples (*p* = 0.01, linear model) (Fig. 1e, Supplementary Fig. 4, and 5B, Supplementary Table 7). In addition, gene expression of *MUC5AC*, a marker of goblet secretory cells, is increased in subtypes enriched for current smokers (Proliferative and Secretory) but is the most significantly increased in the Secretory subtype (FDR = 3.4e-5, linear model). In contrast, gene expression of *SCGB1A1*, a marker of club cells, is the lowest in the Proliferative subtype (FDR = 6.1e-5, linear model). The Normal-like subtype is supported by expression of all epithelial cell types and has the lowest expression of *CD45* (FDR = 7.6e-4, linear model, Supplementary Figs. 5B–D). The expression levels of these marker genes agree with cell type deconvolution methods to examine epithelial and immune cell content (Supplementary Figs. 5C–D). The summation of these characterizations highlights epithelial and immune cell associated pathways that are modulated by smoking and PML histology and identifies the Proliferative subtype as a subset of high-grade PMLs that express proliferative and cell cycle-related pathways.

### Molecular subtypes are replicated in the VC

Next, we wanted to determine whether the heterogeneity captured in the DC biopsy-derived molecular subtypes was reproducible in the VC. We developed a 22-gene nearest centroid molecular subtype predictor by selecting genes highly correlated with each of the gene module eigengenes. The predictor has 84.7% accuracy across DC biopsies (training set, Fig. 2a and Supplementary Fig. 6) with the following misclassification rates per subtype 5/52 (9.6%) in Proliferative, 7/37 (18.9%) in Inflammatory, 9/61 (14.8%) in Secretory, and 8/40 (20%) in Normal-like. The 22-gene classifier was used to predict the molecular subtype of the 105 VC biopsies (Fig. 2b). The VC subtype predictions were evaluated by examining the concordance of Gene Set Variation Analysis (GSVA)^13^ scores for each of the 9 modules (using the full set of genes for each module) between the predicted VC subtypes compared with the DC subtypes. The average behavior of PC1 across the subtypes was highly similar (Supplementary Fig. 7) with few exceptions (namely, Module 3 that had the fewest genes). In addition, we compared the VC subtype predictions from the 22-gene classifier to subtypes derived in the VC biopsies using the same methodology used to derive the DC subtypes and found significant concordance (*p* = 1.0e-7, two-sided Fisher’s exact test, with the Proliferative subtype having the greatest concordance between predictions, Supplementary Fig. 6).

**Fig. 2:**
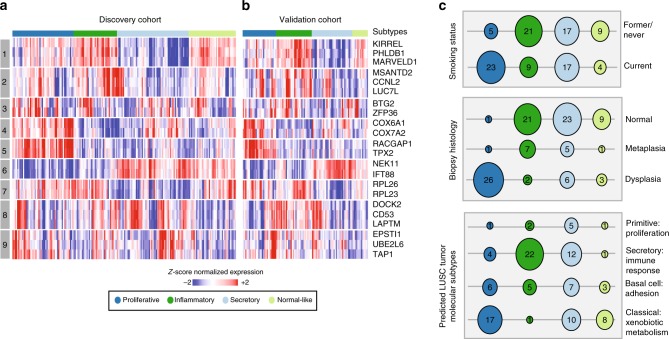
Phenotypic associations with the molecular subtypes are confirmed in an independent sample set. **a** The 190 DC biopsies and the 3936 genes were used to build a 22-gene nearest centroid molecular subtype classifier. The heatmap shows semi-supervised hierarchal clustering of z-score normalized gene expression across the 22 classifier genes and 190 DC biopsies training samples. **b** The 22-gene nearest centroid molecular subtype classifier was used to predict the molecular subtypes of the 105 VC biopsies. The heatmap shows semi-supervised hierarchal clustering of z-score normalized gene expression across 22 genes and 105 VC. The rows of the heatmap give the gene name and module membership, and the column color bar shows molecular subtype membership. **c** Bubbleplots showing significant associations (*p* < 0.01 by two-sided Fisher’s exact test) between the VC molecular subtypes and smoking status, biopsy histological grade, and the predicted LUSC tumor molecular subtypes. The columns represent the four molecular subtypes (Proliferative, Inflammatory, Secretory, and Normal-like) and the radius of the circle is proportional to the number of samples within each subtype that have the row phenotype. Source data are provided as a Source Data file

The statistical associations between the VC subtypes (via the 22-gene classifier) and clinical and molecular phenotypes across the VC biopsies are analogous to those observed across the DC biopsies (Fig. 2c, Supplementary Tables 5 and 6, Supplementary Figs. 1 and 3). In brief, the Proliferative subtype is enriched for current smokers, biopsies with bronchial dysplasia, and the LUSC–Classical tumor subtype (Fig. 2c, Supplementary Table 5). Epithelial and white blood cell marker gene expression across the VC biopsies reveals higher levels of the white blood cell marker *PTPRC* (*CD45* expression) in the Inflammatory subtype (FDR = 0.002, linear model) consistent with enrichment of the LUSC–Secretory subtype (Supplementary Fig. 5F). The Inflammatory and Proliferative subtypes have reduced ciliated cell marker expression (*FOXJ1*) consistent with Module 6 (*FOXJ1* FDR = 0.0005 and FDR = 2.62e-6 and Module 6 FDR = 5.73e-6 and FDR = 4.34e-10, respectively, linear models). The Proliferative subtype has the highest expression of basal cell marker *KRT5* (FDR = 1.67e-7, linear model), proliferation marker *MKI67* (FDR = 3.03e-10, linear model), and cell cycle-associated Module 5 (FDR = 1.23e-18, linear model) indicating enrichment of lesions expressing characteristics associated with high-grade histology. Gene expression of *SCGB1A1*, a marker of club cells, is the lowest in the Proliferative subtype (FDR = 1.8e-4, linear model). All epithelial cell type markers are expressed in the Normal-like subtype, and *CD45* expression is decreased (FDR = 0.14, linear model, Supplementary Figs. 5F–G). Gene expression of *MUC5AC*, a marker of goblet epithelial cells, was increased in current smokers and most significantly in the Secretory subtype in the DC biopsies; however, in the VC biopsies this trend is not preserved as current smokers are not enriched in the Secretory subtype. The expression levels of these marker genes agree with other deconvolution methods to examine epithelial and immune cell content (Supplementary Figs. 5E–H).

### Airway brushes reflect biopsy Proliferative subtype

Previously, we have shown that bronchial brushes from normal-appearing areas of the mainstem bronchus could predict the presence of PMLs^14^; however, that study lacked biopsies and brushes from the same subjects. Above, in both the DC and the VC biopsies, the Proliferative subtype, represents a distinct subtype of PMLs enriched for dysplastic histology expressing metabolic and proliferative pathways. Biopsies classified as the Proliferative subtype may represent a group of PMLs that need close monitoring and intervention. As a result, we sought to explore whether or not we could predict the presence of Proliferative subtype biopsies using the brushes. The Proliferative subtype is defined by the behavior of Modules 4, 5, 6, and 7 (Table 3), and therefore, we used the subset of 8 genes (from the 22-gene predictor) that correspond to these modules to predict presence/absence of the Proliferative subtype across the DC and VC biopsies and brushes. A prediction of the Proliferative subtype in a brush is specific (91% and 92% in the DC and VC biopsies, respectively), but not sensitive (39% and 32% DC and VC biopsies, respectively) at indicating the presence of at least one Proliferative PML detected at the same time point (Fig. 3a). In order to understand the classifier’s performance in predicting the Proliferative subtype in brushes, we examined GSVA scores for Modules 4, 5, 6, and 7 that define the Proliferative subtype in the DC and VC brushes (Fig. 3b). In the DC and VC brushes, the GSVA scores were significantly different (FDR < 0.05) in the Proliferative subtype versus all other samples only for Modules 5 and 6, and thus these likely contribute the most heavily to Proliferative subtype classification in the brushes. Module 5 contains genes associated with cell cycle and proliferation, whereas Module 6 contains genes associated with cilium assembly and organization. Upregulation of Module 5 and downregulation of Module 6 in the brushes specifically predicts the presence of a Proliferative subtype PML; however, the absence of these signals in the airway field of injury does not preclude the development of a Proliferative subtype PML.

**Fig. 3:**
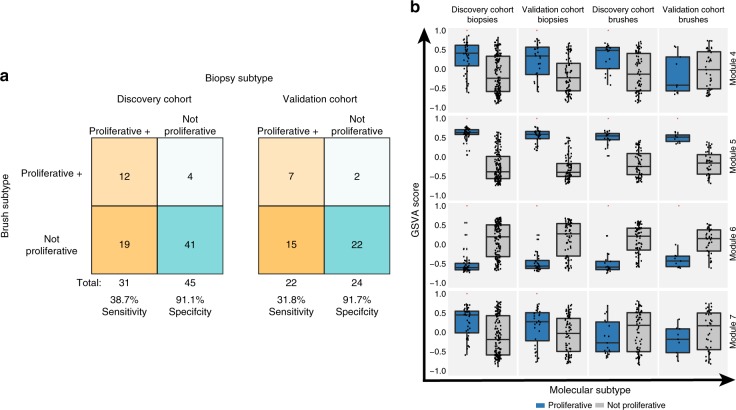
Normal-appearing bronchial brushes predict the presence of proliferative lesions. **a** The DC (left) and VC (right) cohorts, showing the number of brushes (*y* axis) classified as proliferative orange) that have at least one biopsy (*y* axis) classified as proliferative at the time the brush was sampled. Brushes/biopsies classified as not proliferative are turquoise. **b** Boxplots of GSVA scores for modules 4, 5, 6, and 7 (*y* axis) across all brushes (*n* = 86 in DC and *n* = 48 in VC) and biopsies (*n* = 190 in DC and *n* = 105 in VC) from each cohort classified as Proliferative or not Proliferative (*x* axis). The red asterisk indicates significant differences between the Proliferative subtype versus all other samples (FDR < 0.05, linear model). In the boxplots, the upper and lower hinges correspond to the first and third quartile, center line represents the median, and whiskers extend from the hinge to the largest or smallest value at most 1.5 times the distance between the quartiles. Source data are provided as a Source Data file

### Immune genes associate with PML progression

Previous studies of bronchial PMLs suggest that high-grade lesions (which occur more frequently in current smokers) are more likely to progress to invasive carcinoma^5^. Therefore, we sought to identify molecular alterations associated with subsequent PML progression/persistence (*n* = 15) versus regression (*n* = 15) among the Proliferative subtype DC biopsies, as these may be clinically relevant to identifying appropriate interception strategies. Using GSVA scores calculated across all the DC biopsies for each of the nine modules, we calculated which scores were statistically different between progressive/persistent versus regressive disease in the samples belonging to the Proliferative subtype (Supplementary Table 8). We found that the DC biopsy GSVA module scores for Module 9 were significantly higher among regressive Proliferative PMLs (*p* = 0.002, linear model, Fig. 4a) compared with progressive/persistent Proliferative PMLs. The association between low Module 9 scores and progression/persistence is replicated in the VC biopsies (*n* = 7 progressive/persistent and *n* = 13 regressive biopsies; *p* = 0.03, linear model, Fig. 4b). The ability of the Module 9 GSVA scores to discriminate between regressive versus progressing/persistent biopsies as measured by the area under the receiver operating characteristic was 0.809 and 0.802 in the DC and VC biopsies, respectively.

**Fig. 4:**
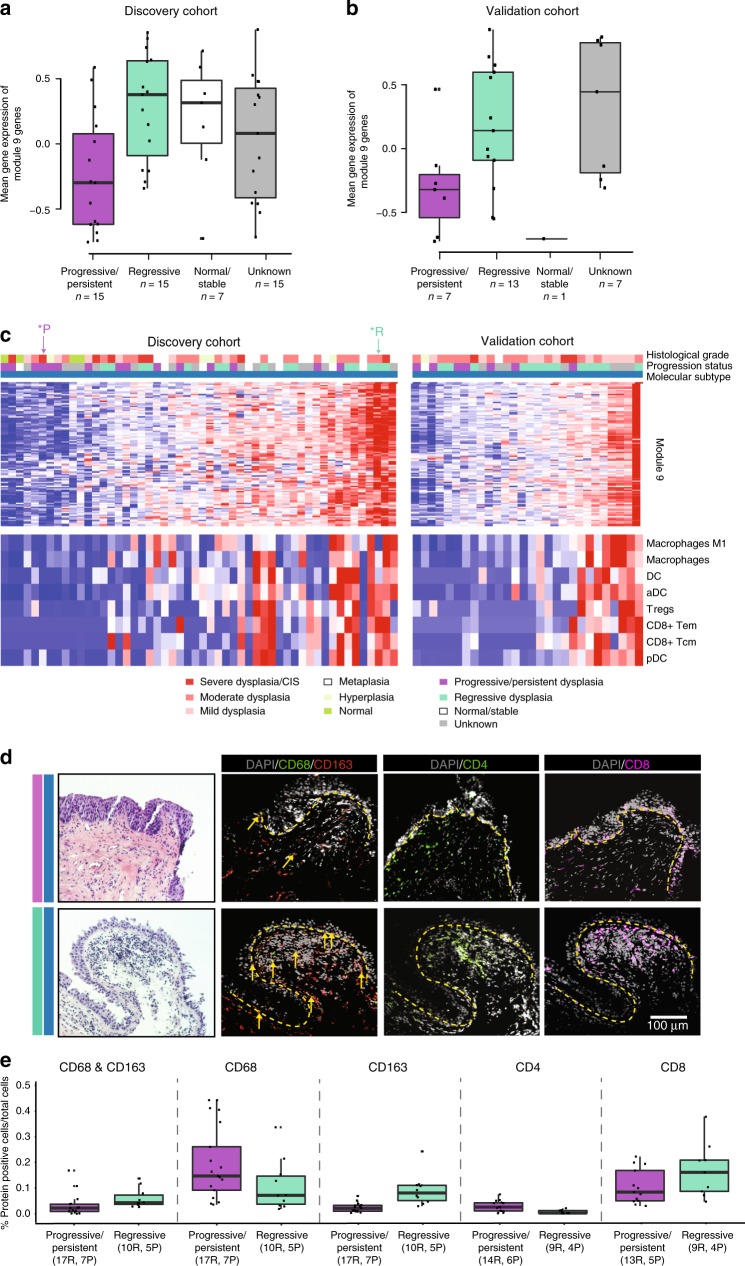
Immune alterations are associated with lesion outcome in the Proliferative subtype. Boxplots of Module 9 GSVA scores across DC **a** and VC biopsies **b** within the Proliferative subtype. There is a significant difference between the progressive/persistent versus regressive biopsies (*p* = 0.002 (DC) and *p* = 0.03 (VC), linear models). **c** Top: heatmap of z-score-normalized gene expression across the 112 genes in Module 9 in the DC biopsies (left) and the VC biopsies (right). Each heatmap is supervised by Module 9 GSVA scores. Top color bars indicate the histological grade of the biopsies and their progression status. Bottom: heatmap of xCell results indicating the relative abundance of immune cell types across the DC biopsies (left) and the VC biopsies (right). Immune cell types displayed are significantly associated with lesion progression/persistence (FDR < 0.05 in both the DC and VC, linear model). **d** Representative histology where the dashed yellow line denotes the separation of epithelium and stromal compartments. Top panels: a progressive severe dysplasia has reduced presence of immune cells demonstrated by the marked reduction in expression of M2 macrophages (CD68/163 staining, double-positive cells indicated by the yellow arrows) and CD8 T cells (sample corresponds to *P in **c**). Bottom panels: a regressive moderate dysplasia has increased presence of immune cells including M2 macrophages (CD68/163 staining double-positive cells indicated by the yellow arrows) and CD8 T cells (samples correspond to *R in **c**). **e** Boxplots of the percentages of CD68 and CD163, CD68, CD163, CD4, and CD8 positively stained cells between progressive/persistent and regressive biopsies (*p* < 0.001, linear model, for all comparisons). The *x* axis labels indicate the number of regions (R) enumerated across (P) subjects for each stain and outcome group depicted in the boxplot. Biopsies were included in the analysis if their clinical outcome was concordant with the Module 9 score. In the boxplots, the upper and lower hinges correspond to the first and third quartile, center line represents the median, and whiskers extend from the hinge to the largest or smallest value at most 1.5 times the distance between the quartiles. Source data are provided as a Source Data file

The genes in Module 9 include a number of genes that encode for proteins involved in interferon signaling as well as antigen processing and presentation (*SP100, CIITA, CXCL10, SOCS1, GBP1, GBP4, B2M, TAP1, TAPBP, TRIM14, TRIM21, TRIM22, STAT1, PML, OAS2, OAS3, MX1, ADAR, ISG15, IFI35, IFIT3, IFI27, PSMB8, PSMB9, BST2, IRF1, IRF9, CD74, PSME1, PSME2, HLA-DQA1/DPA1/ DPB1/DRA/ DQB2/DRB1/ DQB1/DMA/DMB/DOA, HLA-A/B/C/E/F*) and include the inhibitory receptor *LAG3*. As a result, we wanted to evaluate whether or not the presence or absence of innate or adaptive immune cells were associated with Module 9 expression within the Proliferative subtype. In an effort to deconvolute the potential presence of immune cell types, we generated GSVA scores using previously described immune cell signatures^15^ and scores for 64 different cell types using the xCell algorithm^16^, separately for both the DC and VC biopsies. We identified significant (FDR < 0.05, linear model) associations between the cell type scores and Module 9 that were in common between the DC and VC biopsies (Supplementary Fig. 8) and identified eight cell types (via xCell): dendritic cells, activated dendritic cells, plasmacytoid dendritic cells, macrophages, M1 macrophages as well as CD8+ effector memory T cells, CD8+ central memory T cells, and T regulatory cells (Fig. 4c). Taken together, the progressive/persistent biopsies in the Proliferative subtype have down-regulated expression of Module 9 compared with regressive biopsies that correlates with reduced signals from both innate and adaptive immune cell populations.

### Immune cell populations are altered in PML progression

In order to confirm the relationship between the immune cell types associated with Module 9 and histologic progression/persistence of PMLs in the Proliferative subtype, immunofluorescent staining of macrophages/monocytes (*n* = 52 regions enumerated from *n* = 16 subjects), CD4 (*n* = 50 regions enumerated from *n* = 17 subjects), and CD8 T cells (*n* = 47 regions enumerated from *n* = 16 subjects) was performed (Supplementary Table 7). The results were analyzed across all subjects assayed within the Proliferative subtype and across the subset of subjects where the lesion outcome (progression/persistence versus regression) was concordant with the Module 9 GSVA score (denoted as concordant set). Staining of CD68, a pan macrophage (and tumor-associated macrophage) marker, suggestive of M1 type macrophages, was increased in progressive/persistent lesions (*p* ≪ 0.001 in the concordant set). In contrast, staining of CD163 in combination with CD68, thought to be suggestive of M2 type macrophages, were decreased among the progressive/persistent lesions in the Proliferative subtype (*p* ≪ 0.001 using all subjects and *p* = 0.0007 in the concordant set, respectively, linear model) (Fig. 4d–e). In addition, CD4 T cells were increased (*p* ≪ 0.001 in the concordant set, linear model and CD8 T cells were decreased (*p* ≪ 0.001 in the concordant set, linear model) in PMLs that progress/persist. Interestingly, among progressive/persistent lesions, the CD8 T cells had a distinct localization pattern (*p* = 0.07 in the concordant set, linear model), where CD8 T cells both lined and were embedded within the epithelium in areas where dysplasia is present (Fig. 4d). The immunofluorescence results did not reach significance, with the exception of CD163, when just the lesion outcome was used without regard to the Module 9 score.

## Discussion

LUSC is the second most common form of lung cancer. LUSC arises in the epithelial layer of the bronchial airways, and is often preceded by the development of lung squamous PMLs. The presence of dysplastic persistent and or progressive PMLs is a marker of increased risk for LUSC^5^. Currently, however, we lack effective tools to identify PMLs at highest risk of progression to invasive carcinoma^6^. The development of markers predictive of disease progression will be important in identifying patients at highest risk for LUSC development and in identifying biological pathways exploitable for LUSC chemoprevention. Towards this goal, we profile via mRNA-Seq bronchial brushes and endobronchial biopsies obtained from subjects undergoing longitudinal lung cancer screening by chest CT and autofluorescence bronchoscopy. We identify four transcriptionally distinct groups of biopsies, one of these we label Proliferative and find it to be associated with bronchial dysplasia. Patients with Proliferative PMLs can also be identified via gene expression measured from cells in the non-involved large airway epithelium. We further find that persistent/progressive Proliferative PMLs are characterized by decreased expression of genes involved in interferon signaling and antigen processing/presentation pathways. Consistent with these gene expression findings we find that progressive/persistent Proliferative PMLs are depleted for CD68^+^/CD163^+^ macrophages and CD8 T cells by immunofluorescence. Collectively, these data suggest both the potential to identify a subset of patients with progressive/persistent LUSC PMLs, who are at risk for developing invasive lung cancer, on the basis of airway gene expression; as well as the potential to decrease the risk for progression in these patients by augmenting the immune response associated with regression.

Previous studies indicate a range of genomic alterations associated with bronchial dysplasia. Increased expression of EGFR and Ki67 staining of epithelial cells is associated with increasing histologic severity and subsequent histologic progression^5,17^. Altered protein levels of TP53, CCND1, CCNE1, BAX, and BCL2 have been associated with CIS or lung cancer occurrence independent of histological grade^18^. Telomere shortening and maintenance^19^ and loss of heterozygosity in regions frequently deleted in lung cancer (3p, 5q, 9p, 13q, 17p) has been observed in early hyperplasia/metaplasia lesions^20–22^ and found to increase in frequency and size in higher-grade dysplasia. Genomic gains in loci containing *SOX2, TP63, EGFR, MYC, CEP3*, and *CEP5* are also associated with progression of high-grade dysplasia^23^. Despite the numerous genomic alterations associated with PML histological grade and progression, we lack a comprehensive PML molecular classification system to complement pathologic examination. We pursued an unsupervised class discovery approach that led to the identification of four distinct molecular PML subtypes (Proliferative, Inflammatory, Secretory, and Normal-like). The transcriptional patterns differentiating the PML subtypes are robust and a 22-gene panel identified in the DC can be used to distinguish between the molecular subtypes in an independent VC. Interestingly, whereas prior lung cancer history may influence airway gene expression and about two-thirds of the subjects have a prior history of lung cancer, we do not detect a significant association between lung cancer history and molecular subtype, and there is a similar diversity of molecular subtypes between biopsies collected from subjects with and without a lung cancer history. This observation is supported by prior work describing gene expression alterations that reflect the presence of bronchial dysplasia using airway brushings in a similar cohort^14^.

Among the molecular subtypes, the Proliferative subtype is enriched with dysplastic PMLs from current smokers and is characterized by up regulation of metabolic (OXPHOS/ETC/TCA) and cell cycle pathways and down regulation of cilia-associated pathways. Previous work indicates increases in metabolic pathways in the airways of subjects with dysplastic lesions^14^, in PMLs adjacent to LUSC tumor^24^, and in smokers at high-risk for lung cancer^25^ as well as increases in proliferation (via Ki67 levels, as mentioned above) that have been utilized as an endpoint in lung cancer chemoprevention^26,27^. Identification of patients with Proliferative lesions may be useful to enrich lung cancer chemoprevention trials with high-risk subjects or to identify patients who would benefit from more frequent lung cancer screening. The Inflammatory subtype is predominated by PMLs from former smokers, but interestingly is not significantly enriched for dysplasia, despite similarly decreased expression of cilia-associated pathways, suggesting an abnormal epithelium. The Inflammatory subtype also shows increased expression of a gene module enriched for genes involved in inflammation and regulation of lymphocytes and leukocytes (Module 8). This gene module is also elevated in the Secretory subtype predominated by current smokers and increased expression of goblet cell markers. Interestingly, *IL1B* is part of this inflammation-related gene module, and inhibition of *IL1B* has recently been shown to reduce lung cancer incidence^28^.

Our prior work has extensively studied gene expression alterations in normal-appearing airway epithelium by profiling cells obtained via brushing the mainstem bronchus during bronchoscopy^7,14,29–34^. In the current study, we have both normal-appearing bronchial brushes and endobronchial biopsies collected during the same procedure, allowing us to identify gene expression differences in brushings, which indicate the presence of Proliferative subtype PMLs. In both the discovery and VC, applying a Proliferative subtype classifier (based on PML biopsy gene expression) to gene expression data from the brushings resulted in Proliferative subtype predictions that were very specific (91%) but not sensitive (31–38%). Brushes classified as Proliferative have increased expression of cell cycle pathways and decreased expression of cilia-associated genes, suggesting that they are more similar to squamous metaplasia than normal epithelium. Potentially, a subset of patients may harbor widespread airway damage that serves as a marker for Proliferative bronchial dysplasia leading to modest sensitivity, but high specificity. In other cases, the area of damage that gives rise to these Proliferative PMLs may be more localized, and therefore difficult to detect by brushing, contributing to decreased sensitivity. These findings suggest that therapeutics to target changes throughout the entire airway epithelium may be necessary in some subjects, whereas, more site-specific ablation may be more effective in certain cases. Another possibility and area of future research, is that a Proliferative subtype brush is a predictor of incident LUSC.

The molecular profiling of PMLs and the identification of gene co-expression modules also provides an opportunity to identify the molecular determinants of subsequent PML progression. One of the nine gene co-expression modules used to define the molecular subtypes was significantly decreased between biopsies that progress/persist compared to biopsies that regress within the Proliferative subtype in both the discovery and VC. The module contains genes involved in interferon signaling and antigen processing and presentation, and its expression was correlated with the abundance innate and adaptive immune cells via computational prediction. By immunofluorescent staining of formalin-fixed paraformaldehyde-embedded (FFPE) biopsy sections we confirmed that the progressive/persistent Proliferative lesions with low Module 9 GSVA scores had fewer CD163^+^ macrophages and CD8^+^ T cells and the CD8^+^T cells had a distinct localization pattern. These lesions also contained greater numbers of CD4^+^T cells, and it will be important in future work to assess if these cells are T regulatory cells promoting an immune suppressive environment.

The presence of tumor-associated macrophages with the polarized phenotypes (M1 as pro-inflammatory or M2 as anti-inflammatory) has been associated with lung cancer prognosis. The presence of predominantly M2 macrophages, marked by the expression of CD163, has been associated with worse survival. However, in the context of lung PMLs this relationship is not well studied. Our finding that regressive Proliferative PMLs have more CD163^+^ cells and increased expression of genes involved in interferon (IFN)γ signaling is consistent with observations in oral squamous cell carcinoma PMLs where the presence of CD163^+^ macrophages with active IFNγ signaling is associated with better outcomes^35^. In addition, we observed fewer CD8+ T cells and lower expression of human leukocyte antigen (HLA) class I genes and B2M in progressive/persistent lesions within the Proliferative subtype. Disruptions in proper T-cell-mediated immunosurveillance have been described in several studies showing that impaired HLA class I antigen processing and presentation including down regulation or loss of B2M^36,37^ and interferon signaling^38^ in lung tumors affects response and acquired resistance to checkpoint inhibitors. Lung tumors lacking an HLA-I complex had lower cytotoxic CD8^+^ lymphocyte infiltration, and this was also associated with lower levels of PD-L1. In addition, studies have also suggested negative impacts on efficacy of checkpoint inhibitors as well as survival in patients with LC that have tumors with increased CD4^+^ T cells expressing T-regulatory markers (FOXP3, CD25), resulting in immunosuppressive state suggested to hinder the recruitment and effector functions of CD8^+^ T cells^39,40^. Future DNA sequencing data on the PMLs profiled here may indicate heterozygous or homozygous loss of *B2M* or mutations in other genes in the interferon and antigen processing and presentation pathways; however, even in the case of acquired resistance, mutations and copy number changes could not explain the down regulation of these pathways across all subjects, suggesting that other epigenetic alterations or signaling pathways may have a role. Unraveling the mechanisms of innate and adaptive immune downregulation in this subset of PMLs will be important to identifying potential immunoprevention therapies.

Our data suggest that there are subtype-specific transcriptomic alterations predictive of subsequent LUSC PML progression that are the result of a lack of infiltrating immune cells in the lesion microenvironment. These data suggest that biomarkers for determining PML subtype and assessing immune infiltration may have utility for the detection of aggressive PMLs that require more intensive clinical management and genes altered in these PMLs may serve as lung chemoprevention candidates. These biomarkers could either be measured directly in PML tissue or a surrogate tissue such as bronchial airway epithelium. A benefit of biomarkers predicting aggressive PML behavior measured in surrogate tissue is the potential that these biomarkers might also predict the behavior of PMLs not directly observed during bronchoscopy. Future studies are needed to address the specific mechanism of impaired immunosurveillance in progressive/persistent lesions in the Proliferative subtype including single-cell sequencing, high coverage DNA sequencing, characterization of neoepitope burden, assessment of epigenetic alterations, and comprehensive characterization of the identified immune populations. Overall, our data support the potential for immunoprevention strategies to intercept the progression of PMLs to lung cancer.

## Methods

### Subject population and sample collection

Endobronchial biopsies and brushings were obtained from high-risk subjects undergoing lung cancer screening at ~1-year intervals by white light and autofluorescence bronchoscopy and computed tomography at Roswell. The bronchoscopy included visualization of the vocal cords, trachea, main carina, and orifices of the sub-segmental bronchi visible without causing trauma to the bronchial wall. All abnormal and suspicious areas are biopsied twice and the lung anatomic location is recorded (Supplementary Fig. 9, Supplementary Table 9). One biopsy was used for routine pathological evaluation and the other for molecular profiling. In addition, a brushing was obtained from a normal-appearing area of the left or right mainstem bronchus for research. Morphological criteria used to evaluate the biopsies are in accordance with World Health Organization (WHO) guidance^41^. Eligibility for screening includes either a previous history of aerodigestive cancer and no disease at the time of enrollment or age > 50, a current or previous history of smoking for a minimum exposure of 20 pack-years and at least one additional risk factor including moderate COPD (defined as forced expiratory volume (FEV1) < 70%), confirmed asbestos related lung disease or a strong family history of lung cancer (at least 1–2 first-degree relatives). All research specimens were stored in RNA Allprotect (Qiagen) and stored at −80°C.

Subjects were selected that had biopsies collected in repeat locations via serial bronchoscopies; however, after RNA isolation, samples from three subjects had a single biopsy and one subject had a single brushing. mRNA-seq was performed on a DC of samples comprising of endobronchial biopsies and brushes collected between 2010 and 2012 (*n* = 30 subjects, *n* = 197 biopsies, and *n* = 91 brushings). mRNA-seq was subsequently performed on a VC of samples comprising of endobronchial biopsies and brushes collected between 2012 and 2015 (*n* = 20 subjects, *n* = 111 biopsies, and *n* = 49 brushings). Biopsy progression/regression was defined for each biopsy based on the histology of the biopsy and the worst histology recorded for the same lung anatomic location in the future. Histology changes between normal, hyperplasia, and metaplasia were classified as “normal stable”, decreases in histological dysplasia grade or changes from dysplastic histology to normal/hyperplasia/metaplasia were classified as “regressive”, lack of future histological data was classified as “unknown”, and everything else was classified as “progressive/persistent.” The Institutional Review Boards at Boston University Medical Center and Roswell approved the study and all subjects provided written informed consent.

### RNA-Seq library preparation, sequencing, and data processing

Total RNA was extracted from endobronchial biopsies and bronchial brushings using miRNeasy Mini Kit or AllPrep DNA/RNA/miRNA Universal Kit (Qiagen). Sequencing libraries were prepared from total RNA samples using Illumina TruSeq RNA Kit v2 and multiplexed in groups of four using Illumina TruSeq Paired-End Cluster Kit. Each sample was sequenced on the Illumina HiSeq 2500 to generate paired-end 100-nucleotide reads. Demultiplexing and creation of FASTQ files were performed using Illumina CASAVA 1.8.2 or BaseSpace. Samples were aligned using hg19 and 2-pass STAR^42^ alignment. Gene and transcript level counts were calculated using RSEM^43^ using Ensembl v75 annotation. Quality metrics were calculated by STAR and RSeQC^8^. Samples were excluded were sex annotation did not correlate with gene expression across CYorf15A, DDX3Y, KDM5D, RPS4Y1, USP9Y, and UTY (*n* = 4 samples). Sample relatedness within a patient was confirmed using Peddy software^44^. Samples with a high-rate of heterozygosity (>3 standard deviations above the median) or samples with low relatedness to samples from the same patient (>3 standard deviations below the median) were removed from further analyses (*n* = 11 samples, two brushes, and nine biopsies). Samples were subsequently divided into the discovery and VC (as outlined above) and by tissue type (biopsy or brush). Subsequent sample and gene filtering was conducted separately on each set as follows: first, EdgeR^45^ was used to compute normalized data (library sizes normalized using TMM, trimmed mean of M-values, and log2 counts per million computed) and genes were excluded that either had an interquartile range equal to zero or a sum across samples equal or <1. Samples were excluded based on values > 2 standard deviations from the mean for more than one of the following criteria: (1) mean Pearson correlation with all other samples calculated across all filtered genes (2) the 1st or 2nd principal components calculated using the filtered gene expression matrix (3) transcript integrity number (TIN, computed by RSeQC). After sample filtering, gene filtering was recomputed as described above on the final set of high-quality samples. The data are available from NCBI’s Gene Expression Omnibus using the accession GSE109743.

### Derivation of molecular subtypes

The DC biopsies (*n* = 190 samples, *n* = 16653 genes) and brushes (*n* = 89 samples, *n* = 16058 genes) were used to derive the molecular subtypes. Two additional RNA-Seq data sets were used during the derivation of the molecular subtypes: the TCGA squamous cell carcinoma (LUSC) tumors^10^ (*n* = 471 samples, *n* = 17887 genes) and a dataset of tracheobronchial samples from mice treated with NTCU (*n* = 25 samples, *n* = 14897 genes). The mice develop lesions that are histologically and molecularly comparable to human lesions and that progress to LUSC and the samples represent a range of histology (normal, mild dysplasia, moderate dysplasia, severe dysplasia, CIS, and LUSC tumor) (Supplementary Materials and Methods). 

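Expression in the mouse samples was compared by histology with edgeR's quasi-likelihood test, in 1 model with normal, mild dysplasia and high-grade samples as groups and median TIN, strain and sample type as covariates. High-grade samples (n = 13) differed from normal samples (n = 7) in 3 genes with an adjusted p-value under 0.05, of which 2 were higher and 1 lower, while 1429 genes had an unadjusted p-value under 0.05. DESeq2 in place of edgeR moved this count most, to 91 genes. Mfsd2a (ENSMUSG00000028655) is a protein-coding gene on chromosome 4 of NCBIM37 (mm9), from 122624093 to 122638431. Its expression was 4.46 ± 0.78 log2 CPM (SD, n = 13) in high-grade samples and 1.80 ± 1.15 (SD, n = 7) in normal samples. The log2 fold change in the model was 2.58 (standard error 0.41, adjusted p = 0.0294), and 13 of 13 high-grade samples were above the normal mean. The difference in means was 2.37 in LCM samples and 3.05 in whole lung samples. Sema6b (ENSMUSG00000001227), a protein-coding gene on chromosome 17 from 56262508 to 56279766, had 3.23 ± 1.00 log2 CPM in high-grade and 1.87 ± 0.60 in normal samples. Its log2 fold change was 1.99 (standard error 0.34, adjusted p = 0.0421), with 12 of 13 high-grade samples above the normal mean. Ubxn11 (ENSMUSG00000012126), a protein-coding gene on chromosome 4 from 133658485 to 133683508, had 5.88 ± 0.68 log2 CPM in high-grade and 6.37 ± 0.73 in normal samples, so that its means lie closer together than the SD of either group. Its log2 fold change after adjustment was -0.90 (standard error 0.15, adjusted p = 0.0294), and 11 of 13 high-grade samples were below the normal mean. The direction of all 3 genes was the same in LCM and in whole lung samples. These genes were selected in a fit of the same samples, so their direction does not show a shared change. Over all tested genes, 51.97% had the same sign of the high-grade change in both sample types. The correlation of their log2 fold changes between the sample types was 0.170. Their adjusted p-value was over 0.05 in 3 of 9 alternatives for Mfsd2a, in 7 of 9 for Sema6b and in 5 of 9 for Ubxn11.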

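Samples with mild dysplasia (n = 5) differed from normal samples in 1945 genes with an adjusted p-value under 0.05, of which 814 were higher and 1131 lower, and 5104 genes had an unadjusted p-value under 0.05. All 5 samples came from SWR/J mice. Over the alternatives, the number ranged from 0 genes, for example without strain and sample type as covariates (3345 genes with an unadjusted p-value under 0.05), to 3653 genes with DESeq2. Of the 1945 genes, 1727 (88.8%) had the same sign of log2 fold change in high-grade samples. The 2 comparisons share the normal samples, so this share is not independent of them. The share expected from the common normal samples alone was not computed. When the grade was entered as a rank from 0 (normal) to 4 (CIS/SCC tumor), 41 genes followed it with an adjusted p-value under 0.05, of which 35 rose and 6 fell, and 2146 genes had an unadjusted p-value under 0.05. With DESeq2 the number was 538, of which 275 rose and 263 fell. Only the normal samples have a dose of 0 μmol of NTCU in the labels. Neither the rank of grade nor the group comparisons can therefore separate histology from NTCU treatment. The 5 genes with the smallest p-values, which were chosen after their values were seen, were Slc39a14, Nfil3, Gadd45g, Sema6b and Socs3, each with an adjusted p-value of 0.00789. They rose by a log2 fold change per step of grade of 0.55 (Slc39a14, standard error 0.08), 0.66 (Nfil3, standard error 0.10), 0.47 (Gadd45g, standard error 0.07), 0.72 (Sema6b, standard error 0.12) and 0.70 (Socs3, standard error 0.11). Slc39a14 was above the normal mean in 13 of 13 high-grade samples, and each of the other 4 genes in 12 of 13. A change per step is the slope of a straight line and does not show a rise at each grade. The mean of Nfil3 was 2.55 log2 CPM in normal and 2.63 in mild dysplasia samples. The highest values of Slc39a14, Nfil3, Gadd45g and Socs3 were those of CIS/SCC tumor samples 49 and 84, for Nfil3 5.71 and 5.28. Sema6b was highest in sample 84 but not next highest in sample 49. The effect of high-grade histology differed between LCM and whole lung samples in 0 genes (1117 with an unadjusted p-value under 0.05 for the interaction) and between SWR/J and A/J mice in 0 genes (678 with an unadjusted p-value under 0.05).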

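The marker genes and the predictor genes that the paper names for its human subtypes were also read in the mouse samples. Of the 12 marker genes, 11 passed the gene filter and Muc5ac did not. Between high-grade and normal samples, 7 of the 11 were higher and 4 were lower, with log2 fold changes from -0.64 for Ptprc (standard error 0.63) to 0.44 for Sox2 (standard error 0.43). Krt5 had a log2 fold change of 0.23 (standard error 0.69), Trp63 of 0.33 (standard error 0.52) and Mki67 of -0.35 (standard error 0.63). With LCM samples alone the log2 fold change of Mki67 in the model was 0.11 (standard error 1.00), while its difference in means was -0.88. The adjusted p-values of the 11 genes from edgeR were between 0.641 and 0.972, and 0 of them had an unadjusted p-value under 0.05. Adjusted over the 11 genes alone, each p-value was 0.895. Of the 22 predictor genes, 21 had a mouse gene of the same symbol that passed the filter. In high-grade samples 8 were higher and 13 were lower, with log2 fold changes from -1.37 for Epsti1 (standard error 0.64) to 0.55 for Kirrel (standard error 0.28). Their adjusted p-values were between 0.447 and 0.936 over all genes and between 0.246 and 0.776 over the list, and 2 genes, Tap1 and Epsti1, had an unadjusted p-value under 0.05. In mild dysplasia, 4 marker genes and 12 predictor genes had a p-value under 0.05 when adjusted over their own list. Over all genes the numbers were 0 and 6.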

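The 9 biopsy modules were scored in each mouse sample as the mean z-score of the adjusted expression of their genes. The difference between high-grade and normal samples was tested with a two-sided exact permutation test over 77520 splits, with Benjamini-Hochberg adjustment over the 9 modules. The Module 3 score was 0.126 ± 0.498 (SD, n = 13) in high-grade samples and -0.564 ± 0.386 (SD, n = 7) in normal samples, a difference of 0.690 (exact permutation p = 0.00476, adjusted p = 0.0428). All 13 of 13 high-grade samples were above the normal mean. The difference was 0.315 within LCM samples, 1.06 within whole lung samples, 0.933 within SWR/J mice and 0.369 within A/J mice. Over 9 alternatives it ranged from 0.303 to 1.13, with adjusted p-values between 0.0275 and 0.695, and in 8 of the 9 the adjusted p-value was over 0.05. The Module 9 score differed by -0.644 (exact permutation p = 0.0204, adjusted p = 0.0918), and 1 of 13 high-grade samples was above the normal mean. Module 4 differed by 0.0941 (adjusted p = 0.928 from the exact permutation test) with 6 of 13 samples above the normal mean, and Module 5 by -0.385 (adjusted p = 0.594 from the exact permutation test) with 4 of 13. The adjusted p-values of the other 5 modules were between 0.277 and 0.928. In mild dysplasia (n = 5), the scores of Modules 1 and 3 were higher than in normal samples by 1.17 and 1.03, and those of Modules 7 and 9 differed by -1.17 and -1.04. Their adjusted p-values were 0.0265, 0.0227, 0.0341 and 0.0265 in the exact permutation test over the same 9 modules. No alternatives were run for these mild dysplasia scores, so how far they depend on the processing is not known. A score of thymocyte marker genes was also lower in mild dysplasia, by -1.61. RNA from other cells is therefore not excluded as an explanation of these differences.

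**Figure D2:**
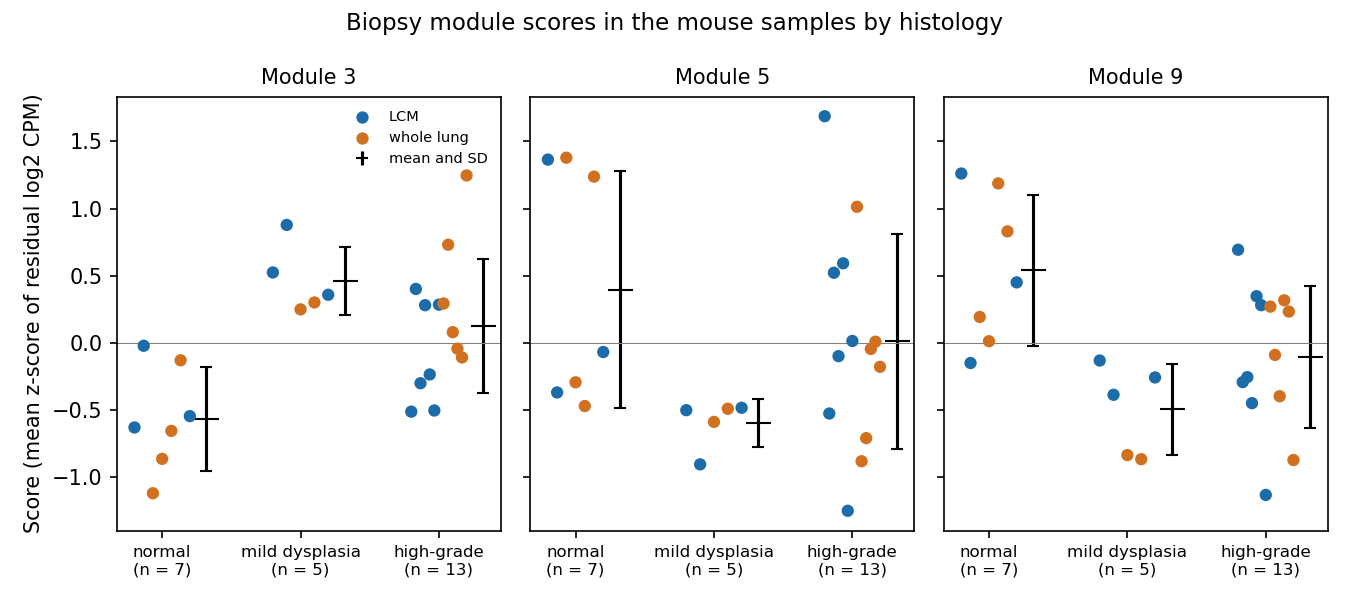
Scores of Modules 3, 5 and 9 (mean z-score, y axis) in the normal (n = 7), mild dysplasia (n = 5) and high-grade (n = 13) samples, with 1 point per sample and the mean and SD of each group. In Module 3 the high-grade mean is 0.126 and the normal mean is -0.564.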

The mouse data are available from NCBI’s Gene Expression Omnibus using the accession GSE111091. Sample and gene filtering from the TCGA LUSC tumors and the mouse tissue were processed as described in the Supplementary Materials and Methods.

WGCNA^9^ was used with default parameters to derive modules of gene co-expression across the four data sets described above. Residual gene expression values adjusting for RNA quality (median TIN) and batch (Illumina flow cell) were used as input for WGCNA for the biopsy and brush data sets. For the mouse dataset, residual gene expression values adjusting for RNA quality (median TIN), mouse strain, and sample type (laser capture microdissected versus whole tissue) were used as input for WGCNA. For TCGA LUSC tumor samples, residual gene expression values adjusting for plate were used as input for WGCNA. Gene sets were created for each co-expression module for each dataset and then combined to create a compendium of gene sets. 

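In the mouse samples, PC1 of the genes that represent each biopsy module took between 46.4% (Module 9) and 87.3% (Module 6) of the variance of the z-scored values. The share was 52.2% for Module 1, 57.3% for Module 2, 49.3% for Module 3, 73.7% for Module 4, 69.7% for Module 5, 75.1% for Module 7 and 58.2% for Module 8. Each share was set against 10000 random gene sets of the same size and of similar mean expression. The median share of these sets ranged from 24.4% for Module 1 to 50.0% for Module 6. For 8 of the modules the observed share was at the 100th percentile of the random sets, and for Module 8 it was at the percentile 99.8. Module 7 was represented by the genes for ribosomal proteins and Module 6 by 3 genes. With only the predictor genes, of which each module has 2 or 3, the percentile was between 49.4 and 100, the alternative that reduced the number of modules at the percentile 95 or over the most, to 6 of 9. The percentiles describe the 25 samples and are not a test of a difference between conditions. The genes of Modules 1 to 5 were taken from enriched pathways, and the random sets were not matched on shared pathways.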

For each gene set in the compendium, the first principal component (PC1) was calculated across each z-score normalized dataset. For each data set, a matrix of absolute Pearson correlation coefficients based on PC1 values calculated for each gene sets in the compendium was computed and thresholds were set as follows: *r* > 0.85 was set to 1 and *r* ≤ 0.85 set to 0. The four matrices were subsequently summed, and gene sets derived from biopsy co-expression modules that were correlated to another non-biopsy-derived gene set across all data sets were retained (*n* = 9 modules retained). The genes defining the retained biopsy modules were required to be present in the biopsy module and at least in one of the correlated gene sets.

The filtering process above yielded a reduced set of genes (*n* = 3936) that was used to define the molecular subtypes in the biopsy data. The residual gene expression values across the reduced set of genes for the discovery biopsies were used as input for consensus clustering^46^. Consensus clustering was performed setting *k* (number of groups) to 10, the number of iterations to 1000, the subsampling to 80%, the clustering algorithm to partitioning around medoids, and the distance metric to Pearson correlation. The optimal value for *k* was 4 based on the relative change in area under the cumulative distribution function calculated based on the consensus matrix for each k.

### Molecular subtype predictor

The DC biopsies across the module genes (*n* = 3936) were used to derive a molecular subtype predictor. First, squared Pearson correlation coefficients were determined between each gene and the module eigengenes (PC1 for each of the nine modules). Genes were retained as part of a module if the squared correlation coefficient was the highest for the module in which it was assigned. The average squared Pearson correlation coefficient of the retained genes to the module eigengene was computed, and the number of genes chosen from each module for the predictor was inversely proportional to this metric. Second, genes with the highest squared correlation coefficients to the module eigengene were chosen to represent the module in the predictor. The 22 genes resulting from this analysis across the DC biopsy data were used to train a nearest centroid predictor using the pamr package with a threshold of zero and predict the molecular subtype across the VC biopsies. Prior to predicting the molecular subtype of these test sets, the training and test sets were combat^47^ adjusted and z-score normalized across combined training and test data. Using the methods described above we derived molecular subtypes using consensus clustering across the VC biopsies and compared these to the predicted subtypes.

### Identification of gene module biology

Biological processes and pathways enriched in each of the nine modules used to discover the molecular subtypes in the DC were identified using EnrichR^48^. Each module was separated into genes positively or negatively correlated with the module eigengene, the Ensembl IDs were converted to Gene Symbols using biomaRt, and the following databases were queried: GO Biological Process 2015, KEGG 2016, WikiPathways 2016, TargetScan microRNA, Transcription Factor PPIs, TRANSFAC and JASPAR PWMs, OMIM Disease, Reactome 2016, and Biocarta 2016. Processes/pathways with an FDR < 0.05 were considered to be significantly enriched. Modules are referred to being increased or decreased in each of the molecular subtypes based on the direction of change of the majority of the genes in the module.

### Identification of molecular subtype phenotypes

The molecular subtypes in the DC biopsies were annotated according to the behavior of each gene module by calculating whether or not module GSVA^13^ scores were significantly associated (FDR < 0.05) with a particular molecular subtype versus all other samples (two-level factor) using a linear mixed effects model with patient as a random effect (using the ‘duplicateCorrelation’ function) via limma. In addition, biological pathways and transcription factors associated with each subtype were identified using GSEA^49^ and mSigDB^50^ gene sets using genes ranked by the t-statistic for their association with each subtype. The ranked lists were created using the limma^51^ and edgeR^45^ packages to identify differentially expressed genes associated with subtype membership. Each linear model used voom-transformed^52^ data and included membership in the subtype of interest, batch, and RNA quality (TIN) as covariates and patient as a random effect. Pathways enriched in the ranked lists (FDR < 0.05) were used to annotate the molecular subtypes. FDR values for individual genes were derived from this analysis or analogous models using only samples of normal/hyperplasia histology or dysplasia histology.

For the DC and VC biopsies, residual gene expression values were used to predict smoking status, LUSC tumor subtype, and the relative abundance of epithelial and immune cells for each sample. Smoking status (current versus former/never) was predicted for each sample as described previously^14^. Smoking status was determined at each time point for each subject by calculating the mean of the prediction scores ( >0 for current prediction and <0 for former/never prediction) across all biopsies and brushes sampled. The LUSC tumor subtype was determined as described previously^11^ across the genes predictive of the LUSC molecular subtype^12^. The ESTIMATE algorithm^53^ was used to infer relative epithelial, stromal, and immune cell content. Immune cell type specific signatures from Bindea et al.^15^ and epithelial cell type specific signatures from Dvorak et al.^54^ were used to generate GSVA^13^ scores across samples for each signature. In addition, residual gene expression values calculated using log RPKM values were inputted into the xCell^16^ to infer relative abundances of 64 different cell types. The above categorical phenotypes along with additional clinical variables such as biopsy histology, subject, previous lung cancer history, sex, and biopsy progression/regression status were associated with molecular subtype using two-sided Fisher’s exact test.

In order to characterize the molecular alterations associated with lesion outcome, a linear mixed effects model was used to assess module GSVA score differences between progressive/persistent versus regressive lesions within each molecular subtype with patient as a random effect via limma. We estimated differences in the immune cell content (separately for xCell and Bindea et al.) between progressive/persistent versus regressive lesions in the Proliferative subtype via a linear mixed effects model correcting for epithelial cell content (‘Epithelial’ in xCell and ‘Normal mucosa’ in Bindea et al.) and patient as a random effect. We focused on cell types that were significantly different (FDR < 0.05) between progressive/persistent versus regressive lesions in the Proliferative subtype in both the DC and VC.

### Relationship between the biopsies and brushes

We wanted to quantify the predictive performance of the brush with regards to the presence of a biopsy of the Proliferative subtype. A subset of the 22-gene molecular subtype predictor was used to predict the presence or absence of the Proliferative subtype across the DC and VC brushes and biopsies. Specifically, we used eight genes (out of the 22) that corresponded to modules 4 through 7 (significantly up  or down regulated in the Proliferative subtype) to classify samples as Proliferative or not using the same methodology described above for the molecular subtype predictor. Sensitivity and specificity performance metrics were calculated based on the ability of a Proliferative subtype prediction in the DC or VC brushes to indicate the presence of at least one biopsy of the Proliferative subtype. In order to further understand the Proliferative subtype predictions in the brushes, we analyzed the behavior of the modules that define the Proliferative subtype in the DC biopsies (based on methods above) across the DC and VC brushes.

### Immunofluorescent staining and quantitation

Standard formalin fixation and embedding techniques were employed at Roswell where five-micron sections were cut from the FFPE samples used for the routine pathological evaluation at Roswell (Supplementary Table 7). Prior to staining, samples were de-waxed with xylene and rehydrated through a graded series of ethanol solutions. AR or citrate buffer was used for antigen retrieval, tissue was incubated with primary antibodies overnight at 4 °C and probed with secondary antibodies with fluorescent conjugates (Invitrogen Alexa Fluor 488, 594, 647) for 1 h at room temperature. Immunostaining was performed using the primary antibodies listed in Supplementary Table 10. Imaging was performed using an Aperio Slide Scanner for scoring and a Carl Zeiss Axio (×20 and ×40 objectives) and a Carl Zeiss LSM 710 NLO confocal microscope for capturing additional images. Digital slides were analyzed with the Definiens Tissue Studio (Definiens Inc.) for the enumeration of immunofluorescence staining. The enumeration of the immunofluorescence scored each stain including DAPI-positive cells. The enumeration was conducted on different regions (independent areas of tissue) present on a slide (1–5 regions/biopsy) for each biopsy. For each region, the percentage of positively staining cells for a given protein was calculated by dividing the number of positively stained cells by the total number of DAPI-positive cells. A binomial linear mixed effects model via the lme4 R package was used to assess differences in the percentages of cells staining positive for a given protein in each region between progressive/persistent versus regressive biopsies using the total cells stained in each region as weights and adjusting for the slide number as a random effect. The models were used across samples from the Proliferative subtype and across samples from the Proliferative subtype where the biopsy outcome (progressive/persistent versus regressive) agreed with the Module 9 GSVA score (scores < 0 are associated with progression/persistence and scores greater than 0 are associated with regression). Each region was also qualitatively scored as either positive or negative for having a distinct CD8 T-cell localization pattern where cells lined and were embedded within the epithelium.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Dataset 1

Raw Image File 1 for Figure 1E

Raw Image File 2 for Figure 1E

Raw Image File 3 for Figure 1E

Raw Image File 4 for Figure 1E

Raw Image File 5 for Figure 1E

Raw Image File 6 for Figure 1E

Raw Image File 7 for Figure 1E

Raw Image File 8 for Figure 1E

Raw Image File 9 for Figure 1E

Raw Image File 10 for Figure 1E

Raw Image File 11 for Figure 1E

Raw Image File 12 for Figure 1E

Raw Image File 13 for Figure 1E

Raw Image File 14 for Figure 1E

Raw Image File 15 for Figure 1E

Raw Image File 16 for Figure 1E

Raw Image File 17 for Figure 4D

Raw Image File 18 for Figure 4D

Raw Image File 19 for Figure 4D

Raw Image File 20 for Figure 4D

Raw Image File 21 for Figure 4D

Raw Image File 22 or Figure 4D

Raw Image File 23 or Figure 4D

Raw Image File 24 or Figure 4D

Raw Image File 25 or Figure 4D

Raw Image File 26 or Figure 4D

Raw Image File 27 or Figure 4D

Raw Image File 28 or Figure 4D

Reporting Summary

Source Data

## Data Availability

RNA sequencing data from human endobronchial biopsies and brushings has been deposited in the NCBI Gene Expression Omnibus under accession code GSE109743. RNA sequencing data from mouse lung samples treated with N-nitrosotris-(2-choroethyl)urea has been deposited in the NCBI Gene Expression Omnibus under accession code GSE111091. The source data underlying all figures and tables in the main text and supplementary information are provided as a Source Data file. All other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

# Supplementary material for: Molecular subtyping reveals immune alterations associated with progression of bronchial premalignant lesions
**Source:** Nat Commun. 2019 Apr 23;10:1856. doi: 10.1038/s41467-019-09834-2
**Supplement:** Supplementary file 1 — Supplementary Information

# **Molecular subtyping reveals immune alterations associated with progression of bronchial premalignant lesions**

**Beane et al.**

## Supplementary Materials and Methods

### *N-nitrosotris-(2-chloroethyl)urea (NTCU) mouse sample collection and library preparation*

We have previously collected and banked RNA from 40 fresh frozen whole lung sections (curls) and laser microdissected (LCM) tissue isolated with an Acurtus Pixcell II, from SWR/J and A/J mice treated with NTCU. Mice had been treated topically with 15 or 25  $\mu\text{mol}$  NTCU (25  $\mu\text{l}$  of 40 mM NTCU for 15 or 25 weeks) as part of a study performed in accordance with IACUC approved protocol at Roswell Park Comprehensive Cancer Center (Roswell). 

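The labels deposited with the data give a dose for each of the collected samples. The dose is 0 μmol for 10 samples, 14 μmol for 3, 15 μmol for 7, 20 μmol for 4, 25 μmol for 6, 30 μmol for 5 and 50 μmol for 5. The samples at 0 μmol are the normal samples, and every sample with mild dysplasia is at 15 μmol. The high-grade samples are at the other doses. No dose is shared between grades, so an effect of histology cannot be separated from that of the treatment or its dose.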

Samples include examples of: normal (SWR/J  $n=3$  LCM & 3 curls & A/J  $n=2$  LCM & 1 curl), metaplasia/mild dysplasia (SWR/J  $n=5$  LCM & 2 curls), moderate dysplasia (SWR/J  $n=7$  LCM & 4 curls & A/J  $n=2$  LCM & 1 curls), and severe dysplasia (SWR/J  $n=3$  LCM & 2 curls), and *carcinoma in situ*/LUSC (A/J  $n=2$  LCM & 2 curls). 

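By the deposited labels, 10 normal samples were collected, of which 4 are SWR/J LCM samples, 3 are SWR/J whole lung samples, 2 are A/J LCM samples and 1 is an A/J whole lung sample. Mild dysplasia accounts for 7 samples, moderate/severe dysplasia for 14, severe dysplasia for 5 and CIS/SCC tumor for 4. For 4 samples the grade in the labels and the description in the labels give another histology. Of these, 3 are described as normal and graded as mild dysplasia and 1 is described as mild dysplasia and graded as normal. The grade was used here, since its group sizes are those in the table of mouse samples in the Supplementary Materials and Methods. After quality control, 2 of these 4 samples remained.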

Samples were extracted using the Qiagen mi-RNAeasy kit according to manufacturer's protocol. Sequencing libraries were prepared from total RNA samples using Illumina® TruSeq® RNA Sample Preparation Kit v2. Each sample was sequenced five per lane on the Illumina® HiSeq 2500 to generate single-end 50-nucleotide reads.

| Histological Classification of the NTCU Mouse Samples that underwent RNA Sequencing<br>( $n$ = collected/ $n$ =passed QC after sequencing) |             |          |                |                            |                  |               |       |
|--------------------------------------------------------------------------------------------------------------------------------------------|-------------|----------|----------------|----------------------------|------------------|---------------|-------|
| Mouse Stains                                                                                                                               | Sample Type | Normal   | Mild Dysplasia | Moderate/ Severe Dysplasia | Severe Dysplasia | CIS/SCC Tumor | Total |
| A/J                                                                                                                                        | LCM         | 2/2      | -              | 2/2                        | -                | 2/1           | 6/5   |
| A/J                                                                                                                                        | Curls       | 1/1      | -              | 1/1                        | -                | 2/1           | 4/3   |
| SWR/J                                                                                                                                      | LCM         | 4/1      | 5/3            | 7/3                        | 3/1              |               | 19/8  |
| SWR/J                                                                                                                                      | Curls       | 3/3      | 2/2            | 4/3                        | 2/1              |               | 11/9  |
|                                                                                                                                            |             |          |                |                            |                  | Total         | 40/25 |
| Mean RIN values (SD)                                                                                                                       |             | 4.0(1.8) | 3.8(0.5)       | 3.3(0.6)                   | 2.55(0.1)        | 3.4(1.2)      |       |

### *NTCU mouse data processing*

De-multiplexing and creation of FASTQ files were performed using Illumina CASAVA 1.8.2. Trimmomatic was used to trim adapter sequences as well as to trim reads of poor quality using the following parameters: ILLUMINACLIP:TruSeq3-SE.fa:2:30:10, LEADING:20, TRAILING:20, SLIDINGWINDOW:4:20, and MINLEN:20. After trimming, greater than 99% of reads were retained in all samples. Samples were subsequently aligned using mm9 and 2-pass STAR<sup>1</sup> alignment. Gene and transcript level counts were calculated using RSEM<sup>2</sup> and Ensembl annotation. Quality metrics were calculated by STAR and RSeQC<sup>3</sup>. 

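The share of uniquely aligned reads was computed for each of the 40 mouse samples from the total reads and the uniquely aligned reads in the labels. It was under the limit of 15% in 15 samples, and 0 samples differed between the side of the limit and the label for quality control. In the samples that remained, the share ranged from 16.4% to 77.8% with a median of 47.4%, and in the others from 0.230% to 10.1% with a median of 1.65%. Total reads were similar, with a median of 29513692 in the samples that remained and 29613210 in the others. The sum of expected counts was not, at a median of 9075416 and 287310. Median TIN was between 21.7 and 75.1 in the samples that remained and between 11.5 and 31.1 in the others. Of the LCM samples, 13 of 25 remained, and of the whole lung samples 12 of 15 (two-sided Fisher's exact test, p = 0.101).

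**Figure D3:**
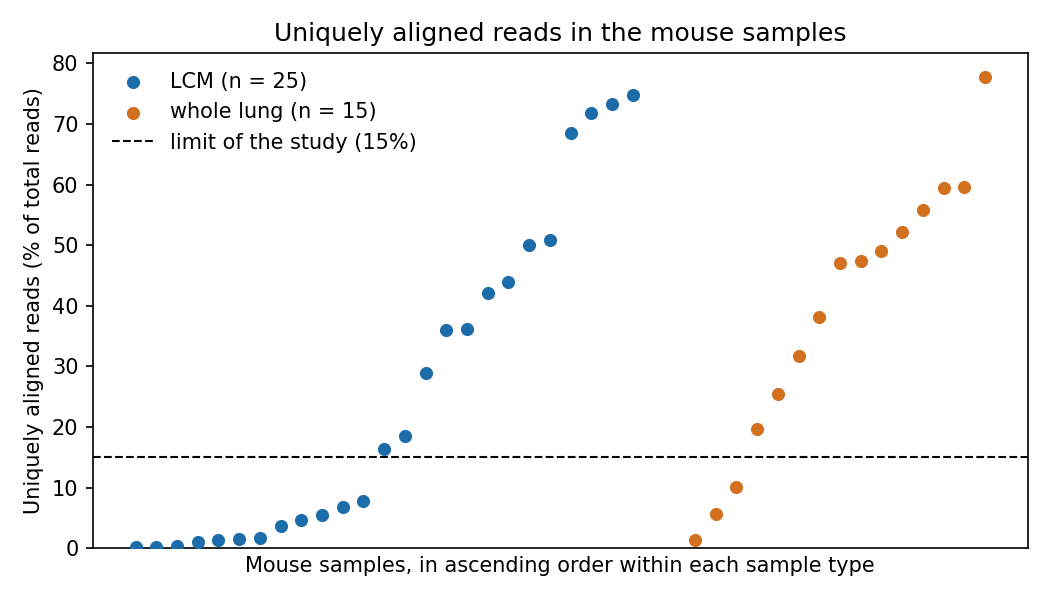
Uniquely aligned reads as a percent of total reads (y axis) in each of the 40 samples by sample type (x axis), with the limit of 15% as a line. The 15 samples under the line lie between 0.230% and 10.1%, and the 25 samples over it lie between 16.4% and 77.8%.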

Initially, 15 samples were removed based on percent of uniquely aligned reads (compared to total reads) less than 15%. Subsequent sample and gene filtering was conducted separately on each set as follows: First, EdgeR<sup>4</sup> was used to compute normalized data (library sizes normalized using TMM, trimmed mean of M-values, and log2 counts per million computed) and genes were excluded that either had an interquartile range equal to zero or a sum across samples equal or less than 1. Samples were excluded based on values greater than 2 standard deviations from the mean for 1) mean Pearson correlation with all other samples calculated across all filtered genes 2) the 1<sup>st</sup> or 2<sup>nd</sup> principal components calculated using the filtered gene expression matrix 3) transcript

integrity number (TIN, computed by RSeQC). After sample filtering, gene filtering was recomputed as described above on the final set of high-quality samples. 

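Applied to the 25 mouse samples, the sample filter looks for a departure of more than 2 SD from the mean in 3 measures. The mean correlation of a sample with the other samples ranged from 0.726 to 0.848, and 1 sample departed. PC1 took 24.3% of the variance and PC2 20.8%, and 1 sample departed in either of them. In median TIN 1 sample departed. Normal sample 72 (whole lung) departed in mean correlation alone, and severe dysplasia sample 42 (LCM) departed in PC1 and in TIN, so that 2 samples departed in at least 1 measure and 0 samples in all 3. In the gene filter, 21703 genes had an interquartile range above 0. The sum over samples of the log2 CPM was above 1 for 15630 genes, all of which had an interquartile range above 0, so that the sum alone set the number of genes kept. The genes kept with the smaller prior count were all among them.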

The data are available from NCBI's Gene Expression Omnibus using the accession GSE111091 [<http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111091>].

### *Immunofluorescent quantification of cell type and proliferative markers*

Basal and ciliated cell type markers (KRT5 and TUB1A1) and the proliferative marker (KI67) were manually enumerated for all epithelium within a biopsy in reference to DAPI staining, with a minimum of 500 cells counted per biopsy. The enumeration was conducted on different regions (independent areas of tissue) present on a slide (1-4 regions/biopsy) for each biopsy. A percent of positively stained cells was calculated for each marker in each region enumerated. A binomial mixed effects model via the lme4 R package was used to assess differences in the percentages of cells staining positive for a given protein in each region between the molecular subtypes using the total cells stained in each region as weights and adjusting for patient as a random effect.

### *TCGA SCC tumors data processing*

Log2 transcript per million data across 20,500 genes from 476 LUSC tumors was obtained from Campbell<sup>5</sup> *et al.* Genes were excluded that either had an interquartile range equal to zero or a sum across samples equal or less than 1. Samples were excluded based on values greater than 2 standard deviations from the mean for more than one of the following criteria: 1) mean Pearson correlation with all other samples calculated across all filtered genes 2) the 1<sup>st</sup> or 2<sup>nd</sup> principal components calculated using the filtered gene expression matrix 3) transcript integrity number (TIN, computed by RSeQC). After sample filtering, gene filtering was recomputed as described above (n=17,887 genes) on the final set of high-quality samples (n=471 tumors).

### *Software Packages*

Custom scripts: R-3.3.2, GSVA v1.22.4, Limma v3.30.13, ggplot2 v3.0.0, SummarizedExperiment v1.4.0, edgeR v3.16.5, ConsensusClusterPlus v1.38.0, biomaRt v2.30.0, estimate v1.0.13, heatmap3 v1.2.2, pamr v1.55, lme4 v1.1-13

RNA-seq processing pipeline software for human data ([https://github.com/joshua-d-campbell/nf-RNA\\_Seq\\_Preprocess](https://github.com/joshua-d-campbell/nf-RNA_Seq_Preprocess) v1.0): nextflow v0.24.4, star v2.5.2b, rsem v1.3.0, FastQC v0.11.3, Picard tools v2.8.0, GATK v3.5, rseqc v2.6.4, multiqc v0.9, samtools v1.4

RNA-seq processing software for mouse data: star v2.4.2a, samtools v1.2, picard v1.138, trimmomatic v0.33, rseqc v2.6.1, rsem v1.2.23

## Supplementary Tables

|                                  | Discovery Cohort   | Validation Cohort  |
|----------------------------------|--------------------|--------------------|
| Genomic smoking status over time | Number of Subjects | Number of Subjects |
| Current                          | 9                  | 9                  |
| Former                           | 10                 | 5                  |
| Current->Former                  | 7                  | 4                  |
| Former->Current                  | 3                  | 2                  |
| Current->Former->Current         | 1                  | 0                  |

**Supplementary Table 1. Genomic smoking status over time by subject.** The smoking status of each subject at each time point was computed based on a previously published smoking-associated gene signature<sup>6</sup> (see methods for details). The rows indicate the smoking status across all time points sampled for each patient. The -> symbol indicates changes in smoking status over time. There is not a statistical difference between the distribution of subjects in the smoking status categories between the discovery and validation cohorts by a two-sided Fisher's exact Test ( $p=0.90$ ). Source data are provided as a Source Data file.

| Variable                                 | Discovery Cohort |                 | Validation Cohort |                  | P-value  |         |
|------------------------------------------|------------------|-----------------|-------------------|------------------|----------|---------|
| Sample Type                              | Biopsies         | Brushes         | Biopsies          | Brushes          | Biopsies | Brushes |
| Batch/Illumina Flow Cell Assignment      |                  |                 |                   |                  | <2e-16   | <2e-16  |
| 1                                        | 19/190 (10)      | 12/89 (13.5)    | 0/105 (0)         | 0/48 (0)         |          |         |
| 2                                        | 18/190 (9.5)     | 13/89 (14.6)    | 0/105 (0)         | 0/48 (0)         |          |         |
| 3                                        | 22/190 (11.6)    | 9/89 (10.1)     | 0/105 (0)         | 0/48 (0)         |          |         |
| 4                                        | 19/190 (10)      | 10/89 (11.2)    | 0/105 (0)         | 0/48 (0)         |          |         |
| 5                                        | 29/190 (15.3)    | 2/89 (2.2)      | 0/105 (0)         | 0/48 (0)         |          |         |
| 6                                        | 24/190 (12.6)    | 8/89 (9.0)      | 0/105 (0)         | 0/48 (0)         |          |         |
| 7                                        | 20/190 (10.5)    | 11/89 (12.4)    | 0/105 (0)         | 0/48 (0)         |          |         |
| 8                                        | 17/190 (8.9)     | 14/89 (15.7)    | 0/105 (0)         | 0/48 (0)         |          |         |
| 9                                        | 22/190 (11.6)    | 10/89 (11.2)    | 0/105 (0)         | 0/48 (0)         |          |         |
| 10                                       | 0/190 (0)        | 0/89 (0)        | 22/105 (10.7)     | 9/48 (18.8)      |          |         |
| 11                                       | 0/190 (0)        | 0/89 (0)        | 19/105 (9.3)      | 10/48 (20.8)     |          |         |
| 12                                       | 0/190 (0)        | 0/89 (0)        | 21/105 (10.2)     | 10/48 (20.8)     |          |         |
| 13                                       | 0/190 (0)        | 0/89 (0)        | 20/105 (9.8)      | 12/48 (25)       |          |         |
| 14                                       | 0/190 (0)        | 0/89 (0)        | 23/105 (11.2)     | 7/48 (14.6)      |          |         |
| Total Reads                              | 45.5e+6 (7.2e+6) | 45.3+6 (7.9e+6) | 42.9e+6 (6.3e+6)  | 42.6e+6 (4.9e+6) | 1.50E-03 | 0.014   |
| Median Transcript Integrity Number (TIN) | 78.4 (1.9)       | 72.6 (3.4)      | 76.3 (2.0)        | 72.3 (2.8)       | 2.08E-10 | 0.59    |
| Percent Uniquely Mapped                  | 90.1 (2.9)       | 89.0 (5.9)      | 83.9 (9.6)        | 87.6 (4.9)       | 2.15E-09 | 0.15    |

**Supplementary Table 2. Batch information and alignment statistics on samples in the Discovery and Validation cohorts.** Statistical tests between the discovery and validation cohorts were performed using two-sided Fisher's exact tests for categorical variables and two-sided Student's T-tests for continuous variables. Percentages are reported for categorical variables and mean and standard deviations are reported for continuous variables. Source data are provided as a Source Data file.

| Module Number | Number of Genes | Biological Pathways Associated with Module Genes                              | Key Genes                                 | FDR for Difference between Molecular Subtypes |
|---------------|-----------------|-------------------------------------------------------------------------------|-------------------------------------------|-----------------------------------------------|
| 1             | 514             | Extracellular Matrix / Cell Adhesion                                          | Collagens, Lamins, TGFb                   | 2.7E-36                                       |
| 2             | 939             | mRNA processing and splicing                                                  | RBMs & SRSF                               | 7.2E-05                                       |
| 3             | 20              | Transcriptional regulation in response to stimuli - (AP-1)                    |                                           |                                               |
| 3             | 20              | Immediate-early response genes                                                | JUN & FOS                                 | 1.9E-01                                       |
| 4             | 64              | OXPPOS / ETC / TCA                                                            | COXs & NDUFs                              | 3.3E-07                                       |
| 5             | 209             | Cell Cycle / DNA replication / DNA repair                                     | PCNA, TOP2A, CDC, AURK, RAD, XRCC         | 2.0E-31                                       |
| 6             | 1295            | Cilium organization and assembly                                              | FOXJ1, DYNC                               | 6.6E-57                                       |
| 7             | 180             | Ribosomal Proteins/ Translation                                               | RPLs & RPSs                               | 1.9E-13                                       |
| 8             | 603             | Immune Activation and Inflammatory Response (leukocyte/lymphocyte regulation) | CD8A, CD86, GATA, STAT, IL1B, CD163, CD68 | 3.3E-07                                       |
| 9             | 112             | Interferon signaling and Antigen Processing and Presentation                  | SP100, HLAs, STAT1                        | 1.3E-02                                       |

**Supplementary Table 3. Summary of biological characteristics of the gene modules.** For each gene module, the following characteristics are listed: the module number, the number of genes in the module, the biological pathways enriched in each gene module, select genes from the module, and an FDR value for the difference in GSVA scores for each module between the molecular subtypes (within the discovery cohort biopsies) are reported. The FDR value for the difference between molecular subtypes was calculated using a linear mixed model with molecular subtype as the main effect and patient as a random effect. Source data are provided as a Source Data file.

**Supplementary Table 4. Biological pathways enriched in each of the gene modules.** Biological processes and pathways enriched in each of the nine modules used to discover the molecular subtypes in the discovery cohort were identified using EnrichR. Each module was separated into genes positively or negatively correlated with the module eigengene and the Ensembl IDs were converted to gene symbols using biomaRt, and the following databases were queried: GO Biological Process 2015, KEGG 2016, WikiPathways 2016, TargetScan microRNA, Transcription Factor PPIs, TRANSFAC and JASPAR PWMs, OMIM Disease, Reactome 2016, and Biocarta 2016. Processes/pathways with an FDR<0.05 were considered to be significantly enriched. Data S1 contains the complete results. Source data are provided as a Source Data file.

| Variable               | DC P-value | VC P-value |
|------------------------|------------|------------|
| Genomic Smoking Status | 2.71E-09   | 2.72E-04   |
| Subject                | 9.66E-05   | 5.87E-03   |
| Subject/Time           | 6.96E-04   | 1.40E-02   |
| Histology              | 6.75E-03   | 9.99E-08   |
| Location               | 2.57E-02   | 6.69E-01   |
| Subject/Location       | 6.01E-02   | 1.95E-01   |
| Asbestos Exposure      | 1.23E-01   | 7.47E-02   |
| Lung Cancer History    | 1.32E-01   | 9.92E-01   |
| Progression Status     | 1.60E-01   | 1.67E-05   |
| High-risk Job          | 4.31E-01   | 8.30E-01   |
| Sex                    | 5.62E-01   | 8.90E-01   |
| LUSC Tumor Subtype     | 9.99E-08   | 1.80E-06   |
| COPD Status            | 1.62E-01   | 9.38E-03   |

**Supplementary Table 5. Molecular subtype associations with clinical and biological characteristics within the discovery and validation cohort biopsies.** Statistical tests within the discovery and validation cohorts were performed using two-sided Fisher's exact tests. DC = Discovery Cohort and VC = Validation Cohort. Source data are provided as a Source Data file.

| Variable             | Discovery Cohort Biopsies (n=190) |                   |                    |         | Validation Cohort Biopsies (n=105) |                   |                    |         |
|----------------------|-----------------------------------|-------------------|--------------------|---------|------------------------------------|-------------------|--------------------|---------|
|                      | No LC History                     | LC History - LUSC | LC History - Other | P-Value | No LC History                      | LC History - LUSC | LC History - Other | P-Value |
| Molecular Subtype    |                                   |                   |                    |         |                                    |                   |                    |         |
| <i>Proliferative</i> | 14                                | 5                 | 33                 |         | 12                                 | 9                 | 7                  |         |
| <i>Inflammatory</i>  | 10                                | 6                 | 21                 |         | 12                                 | 4                 | 14                 |         |
| <i>Secretory</i>     | 26                                | 8                 | 27                 |         | 14                                 | 13                | 7                  |         |
| <i>Normal-like</i>   | 9                                 | 3                 | 28                 | p=0.19  | 6                                  | 1                 | 6                  | p=0.10  |

**Supplementary Table 6. Molecular Subtype associations with previous history of lung cancer.** Previous history of lung cancer (LC) was categorized as follows: no history (No LC History), a previous history of LC that include a lung squamous cell carcinoma (LC History – LUSC), and a previous history of LC that does not include a lung squamous cell carcinoma (LC History – Other). Statistical tests within the discovery and validation cohorts were performed using two-sided Fisher's exact tests. Source data are provided as a Source Data file.

|                          |                  |                   | Samples Used For Scoring Each Panel |                   |                  |                   |                  |                   |                  |                   |
|--------------------------|------------------|-------------------|-------------------------------------|-------------------|------------------|-------------------|------------------|-------------------|------------------|-------------------|
| IF Panel                 | All Samples      |                   | K5/Ki67/Ac-alpha-Tubulin            |                   | CD68/CD163       |                   | CD4              |                   | CD8              |                   |
| Variable                 | Discovery Cohort | Validation Cohort | Discovery Cohort                    | Validation Cohort | Discovery Cohort | Validation Cohort | Discovery Cohort | Validation Cohort | Discovery Cohort | Validation Cohort |
| Number of Subjects       | 17               | 12                | 7                                   | 2                 | 17               | 12                | 17               | 11                | 17               | 11                |
| Number of Samples        | 27               | 20                | 8                                   | 2                 | 25               | 18                | 27               | 19                | 26               | 18                |
| Subtype                  |                  |                   |                                     |                   |                  |                   |                  |                   |                  |                   |
| Normal-like              | 2/27 (7)         | 1/20 (5)          | 1/8 (13)                            | 0/2 (0)           | 2/25 (8)         | 1/18 (6)          | 2/27 (7)         | 1/19 (5)          | 2/26 (8)         | 1/18 (6)          |
| Secretory                | 7/27 (26)        | 5/20 (25)         | 1/8 (13)                            | 0/2 (0)           | 7/25 (28)        | 4/18 (22)         | 7/27 (26)        | 5/19 (26)         | 7/26 (27)        | 5/18 (28)         |
| Inflammatory             | 8/27 (30)        | 3/20 (15)         | 2/8 (25)                            | 1/2 (50)          | 7/25 (28)        | 2/18 (11)         | 8/27 (30)        | 3/19 (16)         | 8/26 (31)        | 3/18 (17)         |
| Proliferative            | 10/27 (37)       | 11/20 (55)        | 4/8 (50)                            | 1/2 (50)          | 9/25 (36)        | 11/18 (61)        | 10/27 (37)       | 10/19 (53)        | 9/26 (35)        | 9/18 (50)         |
| Histology                |                  |                   |                                     |                   |                  |                   |                  |                   |                  |                   |
| Normal/Hyperplasia       | 9/27 (33)        | 2/20 (10)         | 3/8 (38)                            | 0/2 (0)           | 9/25 (36)        | 1/18 (6)          | 9/27 (33)        | 2/19 (11)         | 9/26 (35)        | 2/18 (11)         |
| Squamous Metaplasia      | 3/27 (11)        | 3/20 (15)         | 0/8 (0)                             | 1/2 (50)          | 3/25 (12)        | 3/18 (17)         | 3/27 (11)        | 3/19 (16)         | 3/26 (12)        | 3/18 (17)         |
| Mild Dysplasia           | 1/27 (4)         | 4/20 (20)         | 0/8 (0)                             | 0/2 (0)           | 1/25 (4)         | 4/18 (22)         | 1/27 (4)         | 4/19 (21)         | 1/26 (4)         | 4/18 (22)         |
| Moderate Dysplasia       | 8/27 (30)        | 9/20 (45)         | 3/8 (38)                            | 1/2 (50)          | 7/25 (28)        | 8/18 (44)         | 8/27 (30)        | 8/19 (42)         | 7/26 (27)        | 7/18 (39)         |
| Severe Dysplasia/CIS     | 6/27 (22)        | 2/20 (10)         | 2/8 (25)                            | 0/2 (0)           | 5/25 (20)        | 2/18 (11)         | 6/27 (22)        | 2/19 (11)         | 6/26 (23)        | 2/18 (11)         |
| Lesion State             |                  |                   |                                     |                   |                  |                   |                  |                   |                  |                   |
| Progressive/Persistent   | 7/27 (26)        | 10/20 (50)        | 1/8 (13)                            | 1/2 (50)          | 7/25 (28)        | 9/18 (50)         | 7/27 (26)        | 10/19 (53)        | 6/26 (23)        | 9/18 (50)         |
| Regressive               | 6/27 (22)        | 5/20 (25)         | 3/8 (38)                            | 0/2 (0)           | 5/25 (20)        | 5/18 (28)         | 6/27 (22)        | 4/19 (21)         | 6/26 (23)        | 4/18 (22)         |
| Unknown or Normal/Stable | 14/27 (52)       | 5/20 (25)         | 4/8 (50)                            | 1/2 (50)          | 13/25 (52)       | 4/18 (22)         | 14/27 (52)       | 5/19 (26)         | 14/26 (54)       | 5/18 (28)         |
| Smoking Status           |                  |                   |                                     |                   |                  |                   |                  |                   |                  |                   |
| Current                  | 15/27 (56)       | 12/20 (60)        | 6/8 (75)                            | 1/2 (50)          | 13/25 (52)       | 12/18 (67)        | 15/27 (56)       | 11/19 (56)        | 14/26 (54)       | 10/18 (56)        |
| Former/Never             | 12/27 (44)       | 8/20 (40)         | 2/8 (25)                            | 1/2 (50)          | 12/25 (48)       | 6/18 (33)         | 12/27 (44)       | 8/19 (42)         | 12/26 (46)       | 8/18 (44)         |

**Supplementary Table 7. Clinical and biological characteristics of the samples used for immunofluorescence studies.** For each characteristic, percentages are reported in parenthesis.

| Molecular Subtype                        | Normal | Normal | Secretory | Secretory | Inflammatory | Inflammatory | Proliferative | Proliferative |
|------------------------------------------|--------|--------|-----------|-----------|--------------|--------------|---------------|---------------|
| Cohort                                   | DC     | VC     | DC        | VC        | DC           | VC           | DC            | VC            |
| Number of Progressive/Persistent Lesions | 5      | 1      | 17        | 7         | 7            | 5            | 15            | 7             |
| Number of Regressive Lesions             | 3      | 3      | 8         | 1         | 4            | 1            | 15            | 13            |
| Module Number                            |        |        |           |           |              |              |               |               |
| 1                                        | ns     | N/A    | ns        | N/A       | ns           | N/A          | ns            | ns            |
| 2                                        | ns     | N/A    | ns        | N/A       | ns           | N/A          | ns            | ns            |
| 3                                        | ns     | N/A    | ns        | N/A       | ns           | N/A          | 0.047         | ns            |
| 4                                        | 0.026  | N/A    | ns        | N/A       | ns           | N/A          | ns            | ns            |
| 5                                        | ns     | N/A    | ns        | N/A       | ns           | N/A          | ns            | ns            |
| 6                                        | ns     | N/A    | ns        | N/A       | ns           | N/A          | ns            | ns            |
| 7                                        | ns     | N/A    | ns        | N/A       | ns           | N/A          | ns            | ns            |
| 8                                        | 0.027  | N/A    | ns        | N/A       | 0.005        | N/A          | ns            | ns            |
| 9                                        | ns     | N/A    | ns        | N/A       | ns           | N/A          | 0.0017        | 0.03          |

**Supplementary Table 8. Statistical associations between progression/persistence versus regression within each molecular subtype and cohort for each gene module.** The P-values were calculated based on a linear model (implemented in limma) with GSVA scores for each module as the dependent variable and progression/regression status as the independent variable and patient as a random effect. P-values less than 0.05 are reported. ns= not significant and N/A= not enough samples in each group to conduct the analysis. DC = Discovery Cohort and VC = Validation Cohort. Source data are provided as a Source Data file.

**Supplementary Table 9. Lung sites where endobronchial biopsies were obtained.** The site code, name, and description are reported for each site.

| Antibody                                              | Company       | Catalog | Dilution | Antigen retrieval | Species |
|-------------------------------------------------------|---------------|---------|----------|-------------------|---------|
| <b>Immune cell type markers</b>                       |               |         |          |                   |         |
| CD68                                                  | Dako          | m0876   | 1- 250   | AR6               | mouse   |
| CD163                                                 | Cell Marque   | 163m-16 | 1-100    | AR9               | mouse   |
| CD4                                                   | Thermo Fisher | ms1528S | 1-100    | AR9               | mouse   |
| CD8                                                   | Dako          | M7103   | 1-100    | AR9               | mouse   |
| <b>Epithelial cell type and proliferation markers</b> |               |         |          |                   |         |
| Ac- $\alpha$ -Tub                                     | Sigma         | T6793   | 1-100    | citrate           | mouse   |
| KRT5                                                  | BioLegend     | 905-901 | 1-100    | citrate           | chicken |
| KI67                                                  | Abcam         | ab16667 | 1-100    | citrate           | rabbit  |

**Supplementary Table 10. Antibodies used in the immunofluorescence studies.**

Supplementary Figures

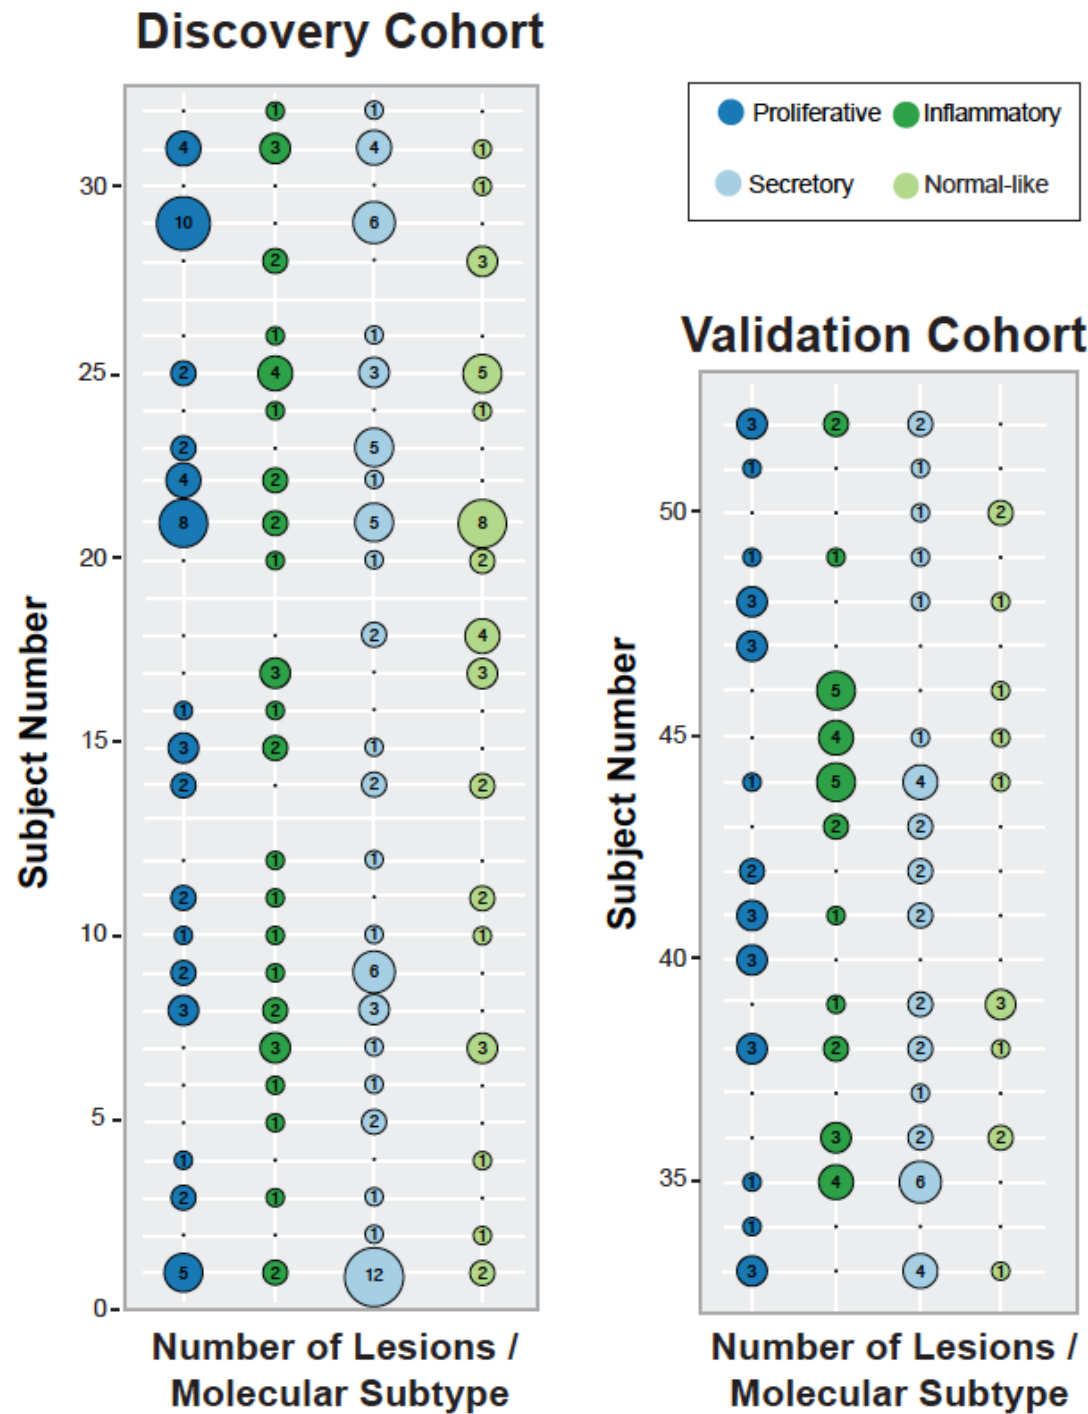

**Supplementary Figure 1. Distribution of molecular subtypes by subject across the biopsies.** The columns represent the 4 molecular subtypes (Proliferative, dark blue; Inflammatory, dark green; Secretory, light blue; and Normal-like, light green) and the radius of the circle is proportional to the number of samples within each subtype. The discovery cohort samples are shown on the right and the validation cohort samples are shown on the left. Source data are provided as a Source Data file.

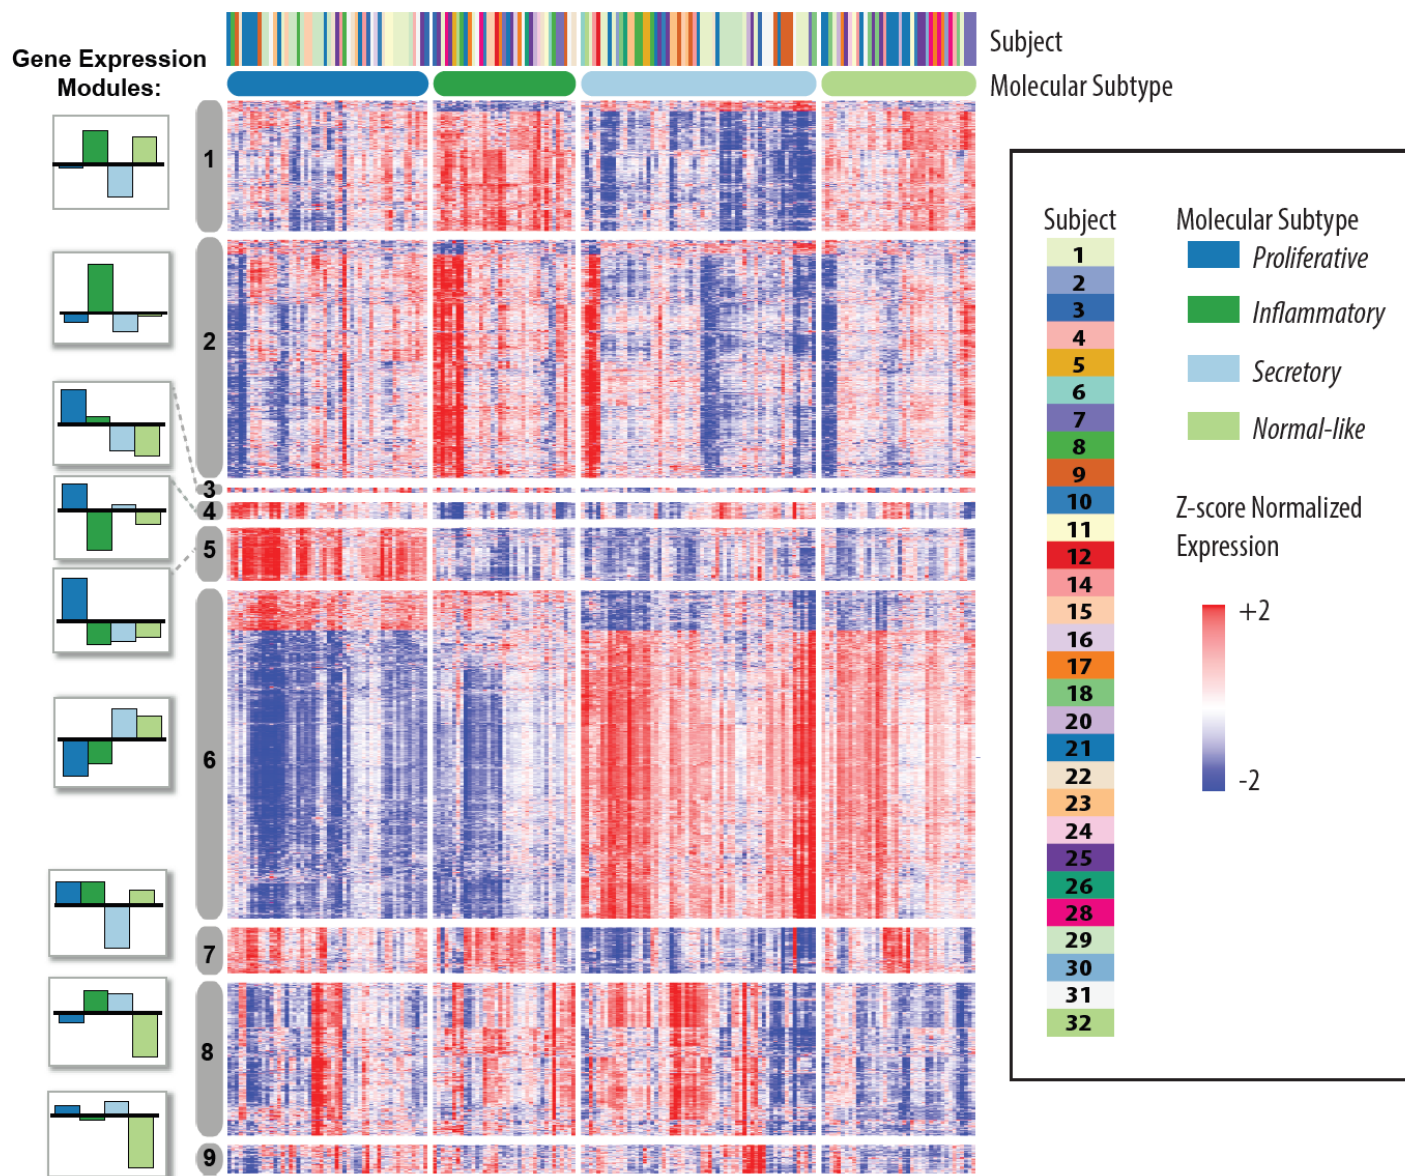

**Supplementary Figure 2. Distribution of subject among the discovery cohort endobronchial biopsies across the four molecular subtypes.** Genes (n=3,936) organized into 9 gene co-expression modules were used to discover four molecular subtypes (Proliferative, Inflammatory, Secretory, and Normal-like) across the 190 discovery cohort (DC) biopsies using consensus clustering. The heatmap shows semi-supervised hierarchical clustering of z-score normalized gene expression across the 3,936 genes and 190 DC biopsies. The top color bars represent the subject the sample was derived and molecular subtype membership: Proliferative (n=52 samples), Inflammatory (n=37 samples), Secretory (n=61 samples), and Normal-like (n=40 samples). On the left side of the heatmap, the mean module GSVA score is plotted for each subtype. Source data are provided as a Source Data file.

# Discovery and Validation Cohort Biopsies

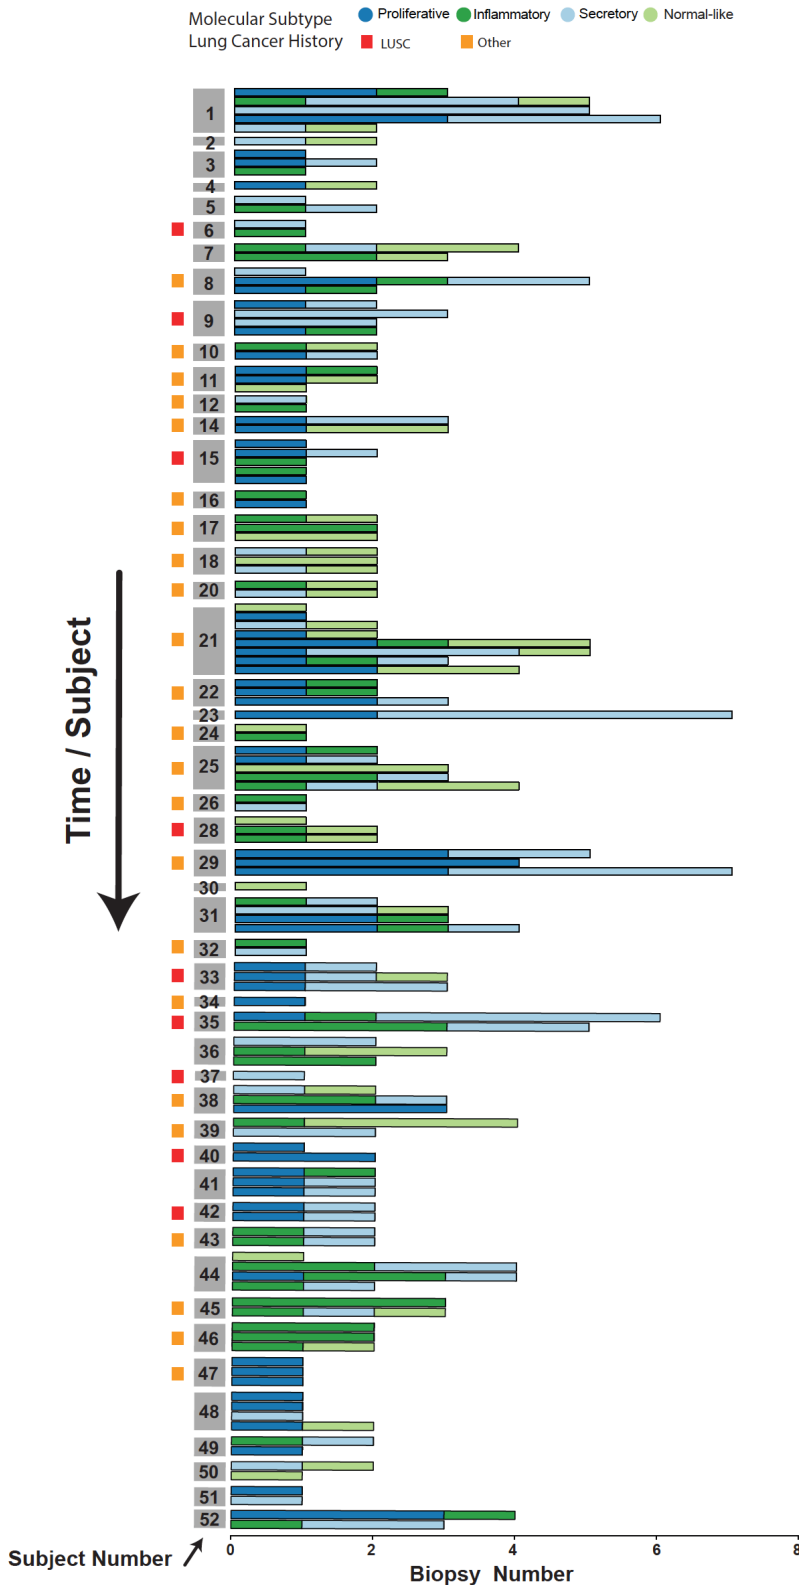

**Supplementary Figure 3. Molecular subtype distribution for each subject across bronchoscopy procedures.** The barplot shows for each subject and each bronchoscopy procedure the number of biopsies sampled and their corresponding molecular subtype. The y-axis indicates the subject number and whether or not that subject had a prior history of either lung squamous cell carcinoma (LUSC, red) or another type of lung cancer (Other, yellow). The discovery cohort includes subjects 1 through 32 and the validation cohort includes subjects 33 through 52. We did not detect a difference in the diversity of subtype classifications within a subject based on prior history of lung cancer (mean Shannon entropy of subtype classifications within patients with a history of lung cancer = 1.12, n=32 vs. patients without a history of lung cancer = 1.25, n = 17; Wilcoxon Rank Sum test p-value = 0.43). Source data are provided as a Source Data file.

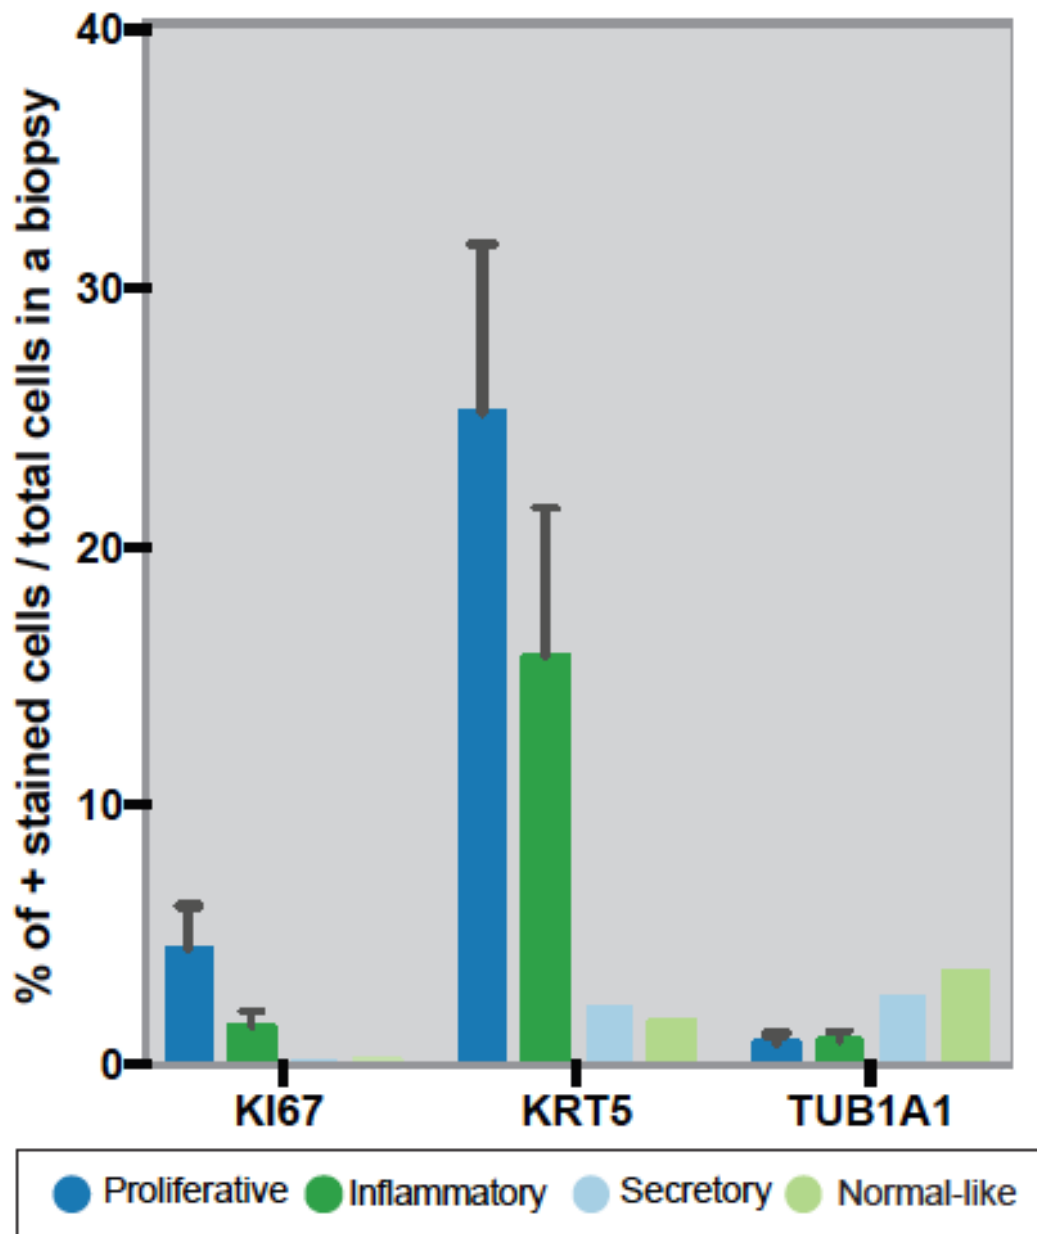

**Supplementary Figure 4. Immunofluorescent staining quantitation of proliferation, basal cell, and ciliated cell markers across the molecular subtypes.** Boxplot of immunofluorescent staining quantitation of KI67 (proliferation), KRT5 (basal cell) and TUB1A1 (ciliated cell) across representative samples from each molecular subtype (Proliferative n= 4, Inflammatory n=3, Secretory n=1, Normal-like n=1). KI67 and KRT5 staining are significantly higher in samples in the Proliferative subtype ( $p=0.02$  and  $p=0.01$  via linear models, respectively, for sample differences between the Proliferative subtype and other subtypes). TUB1A1 was lower in samples in the Proliferative and Inflammatory subtypes but did not reach statistical significance ( $p=0.06$ , linear model, for sample differences between Proliferative and Inflammatory subtypes versus Inflammatory and Secretory subtypes). The error bars represent the standard deviation. Source data are provided as a Source Data file.

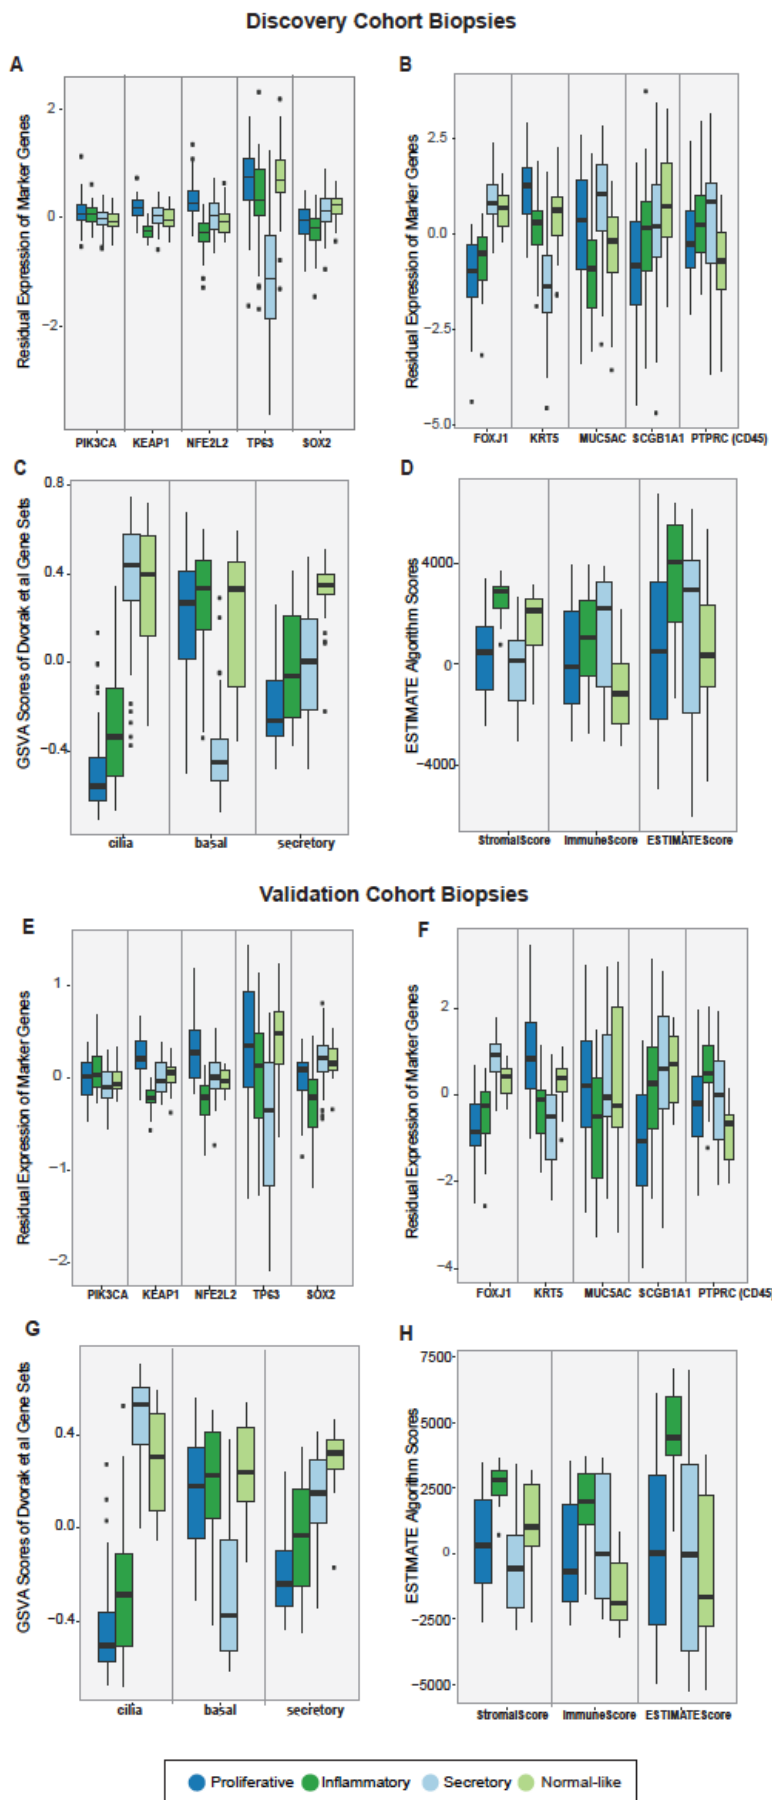

**Supplementary Figure 5. Boxplots of select genes and cell type deconvolution results across the discovery and validation cohorts by molecular subtype. (A-D) Discovery cohort biopsies. (E-H) Validation cohort biopsies. (A) and (E) show boxplots of gene expression levels of LUSC driver genes identified by TCGA across the molecular subtypes. (B) and (F) show boxplots of gene expression levels of cell type marker genes across the molecular subtypes. (C) and (G) show boxplots of GSVA scores calculated using Dvorak *et al.* gene sets across the molecular subtypes. (D) and (H) show boxplots of ESTIMATE algorithm scores across the molecular subtypes. The ESTIMATE algorithm estimates the stromal (StromalScore), immune (ImmuneScore), and epithelial (ESTIMATEScore) cell fractions in each sample. High immune and stromal scores indicate a high fraction of stromal and immune cells while low epithelial scores indicate a high fraction of epithelial cells. In the boxplots, the upper and lower hinges correspond to the first and third quartile, center line represents the median, and whiskers extend from the hinge to the largest or smallest value at most 1.5 times the distance between the quartiles. Source data are provided as a Source Data file.**

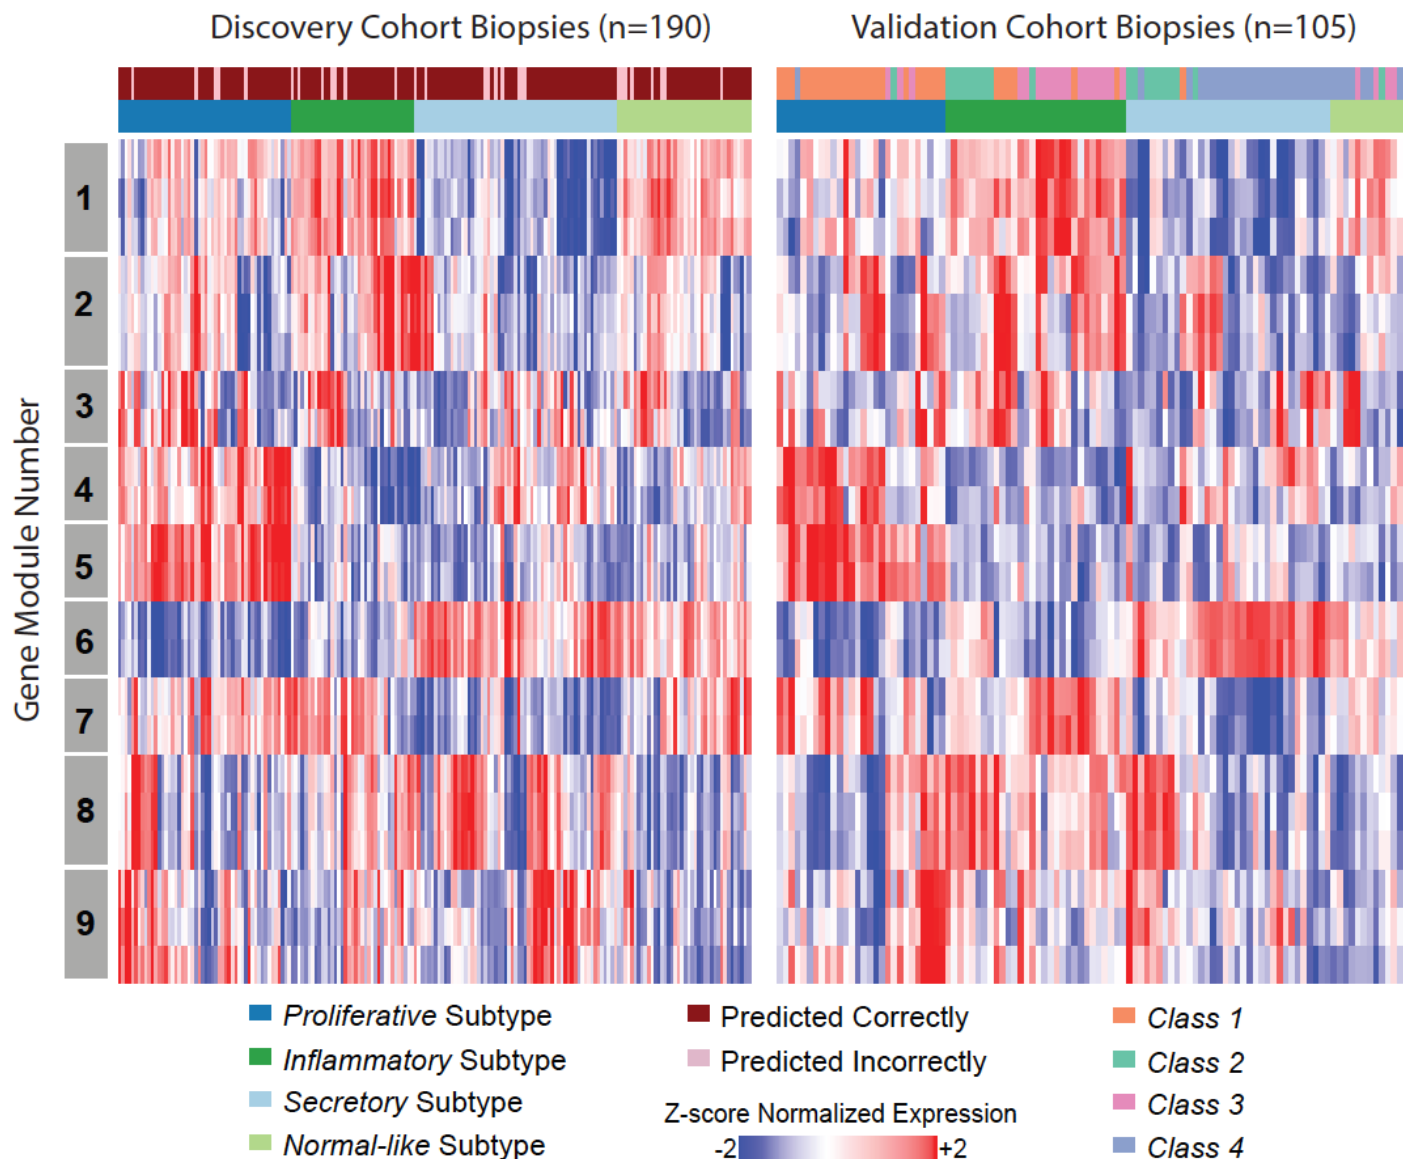

**Supplementary Figure 6. Heatmap of the 22-gene molecular subtype classifier in the discovery and validation cohort biopsies.** Semi-supervised hierarchal clustering of z-score normalized residual gene expression across the 22 classifier genes and 190 discovery cohort biopsies training samples (left) and the 105 Validation cohort biopsies (right). The rows of the heatmap show the gene module membership. The first column color bar shows molecular subtype membership in the discovery cohort and the 22-gene predicted molecular subtype membership in the validation cohort. The second column color bar depicts correct (dark red) and incorrect (pink) predictions in the discovery cohort using the 22-gene classifier and molecular subtypes (orange, Class 1; turquoise, Class 2; pink, Class 3; and purple/blue, Class 4) derived by performing consensus clustering across the validation cohort using n=3,936 genes. Source data are provided as a Source Data file.

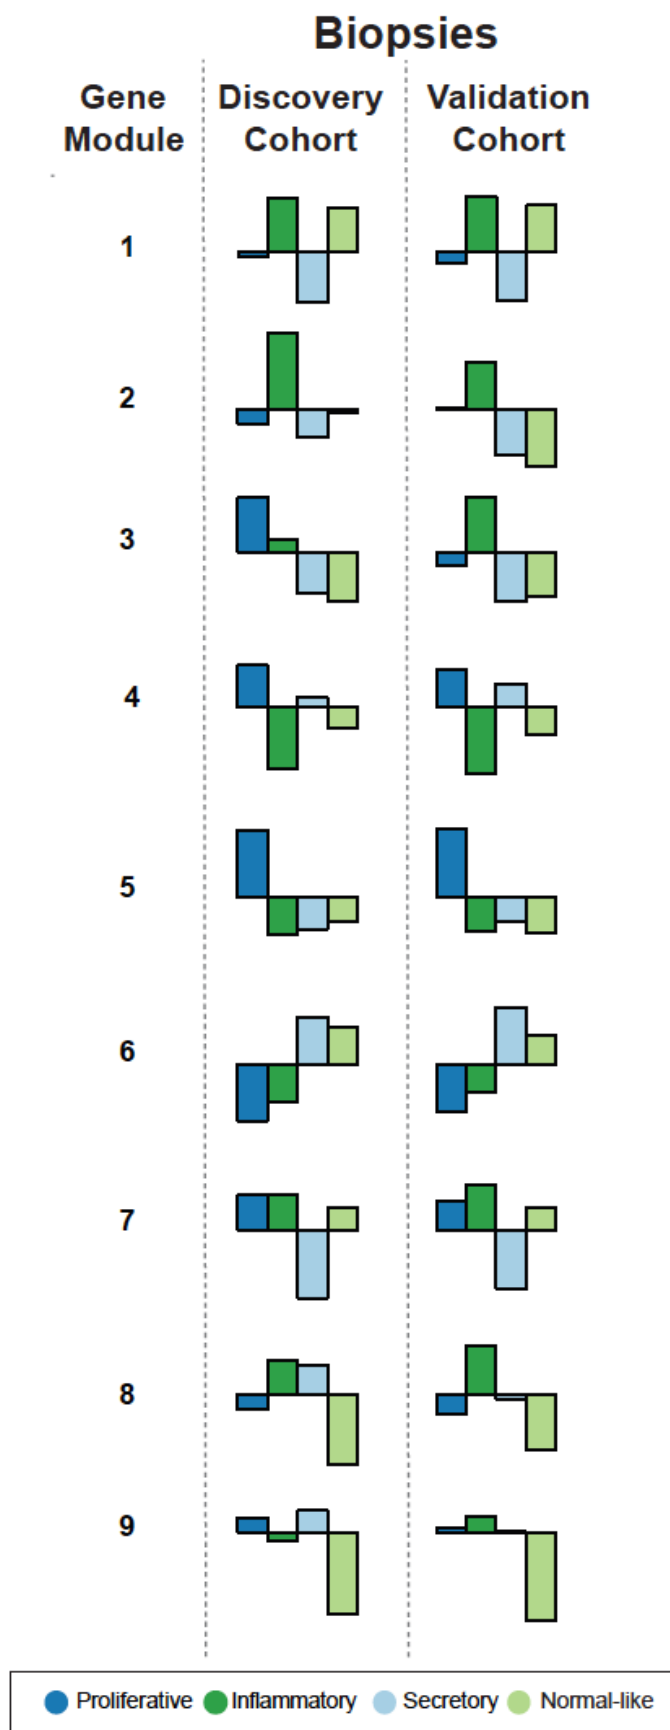

**Supplementary Figure 7. Gene module behavior across the molecular subtypes in the discovery and validation cohort biopsies.** The mean GSVA score for each module is plotted for each molecular subtype. Source data are provided as a Source Data file.

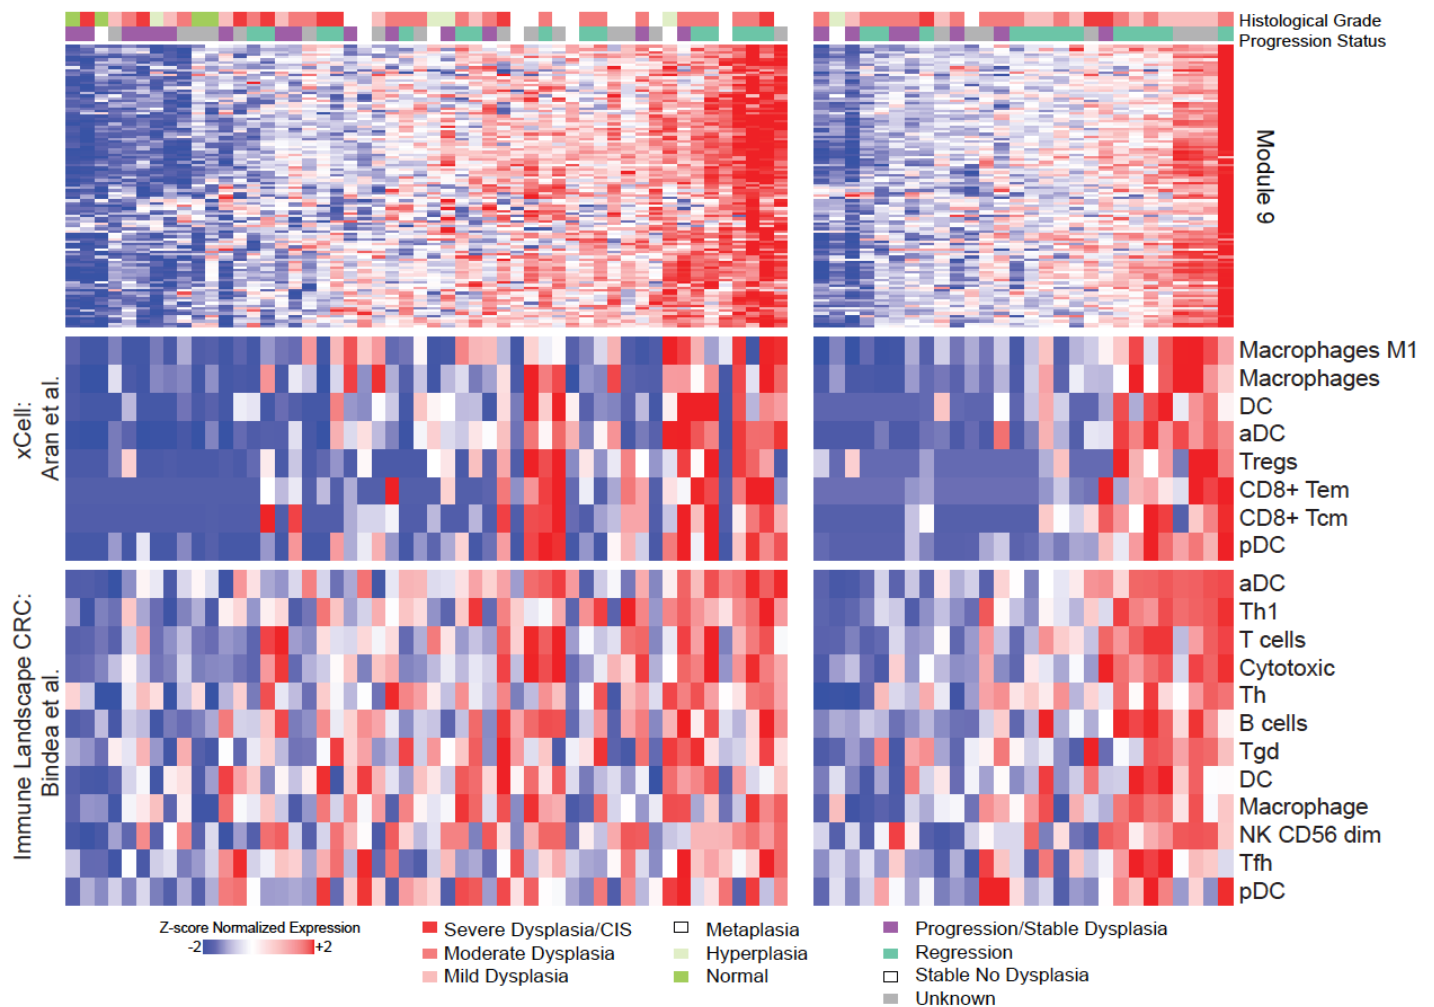

**Supplementary Figure 8. Concordance between module 9 and two cell type deconvolution analyses.** Top: Hierarchical clustering of z-score normalized gene expression across the 112 genes in module 9 and the Discovery cohort biopsies (left) and the Validation cohort biopsies (right). Each heatmap is supervised according to the module 9 GSVA scores. Top color bars indicate the histological grade of the biopsies and their progression status. xCell results (Middle) and GSVA scores for gene sets described by Bindea et al. (Bottom) indicating the relative abundance of immune cell types across the discovery cohort biopsies (left) and the validation cohort biopsies (right). Immune cell types displayed are significantly associated with lesion progression/persistence (FDR<0.05, linear model, in both the discovery cohort and validation cohort). Source data are provided as a Source Data file.

# Tracheobronchial Map

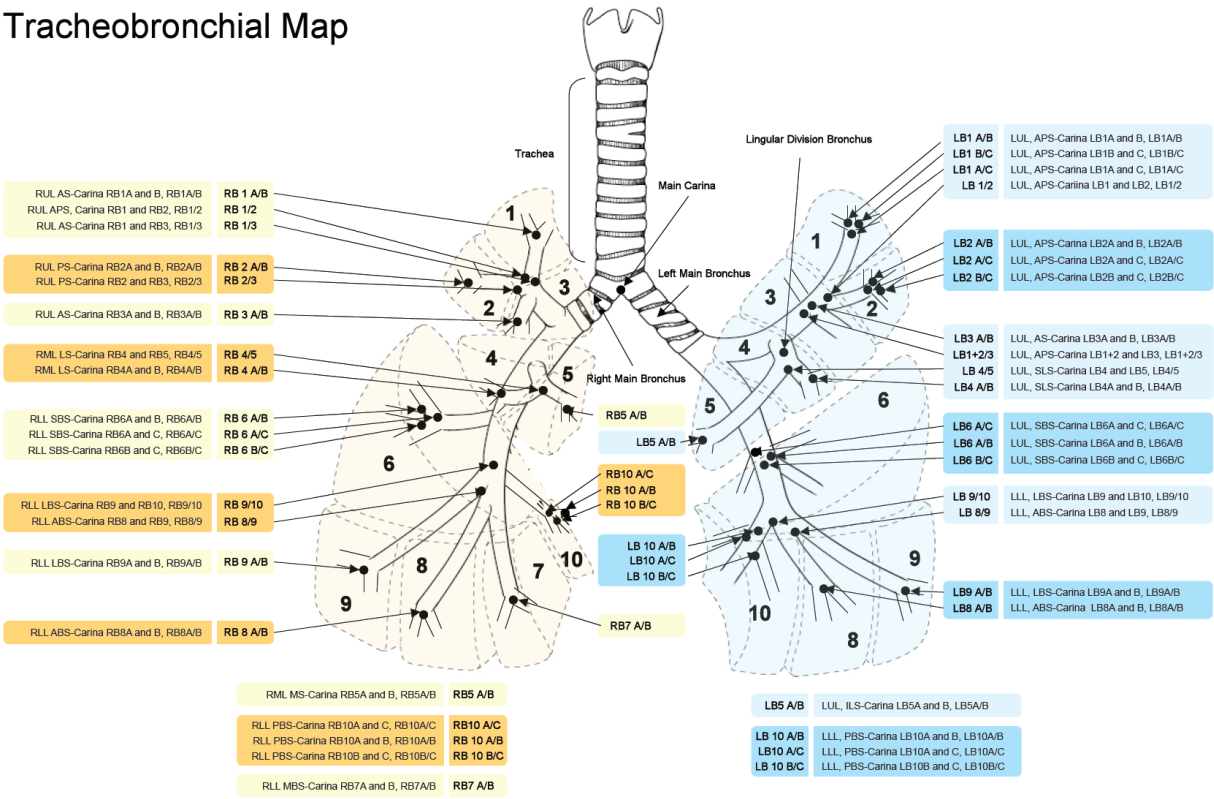

**Supplementary Figure 9. Tracheobronchial map.** The locations of the sites sampled by endobronchial biopsy.

## Supplementary References

1. Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).
2. Li, B. & Dewey, C. N. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* **12**, 323 (2011).
3. Wang, L., Wang, S. & Li, W. RSeQC: quality control of RNA-seq experiments. *Bioinformatics* **28**, 2184–2185 (2012).
4. Robinson, M. D., McCarthy, D. J. & Smyth, G. K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139–140 (2010).
5. Campbell, J. D. *et al.* Distinct patterns of somatic genome alterations in lung adenocarcinomas and squamous cell carcinomas. *Nature Publishing Group* **48**, 607–616 (2016).
6. Beane, J. *et al.* Reversible and permanent effects of tobacco smoke exposure on airway epithelial gene expression. *Genome Biol.* **8**, R201 (2007).

# Supplementary material for: Molecular subtyping reveals immune alterations associated with progression of bronchial premalignant lesions
**Source:** Nat Commun. 2019 Apr 23;10:1856. doi: 10.1038/s41467-019-09834-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1
**Description:** Biological pathways significantly enriched in each of the gene modules. Biological processes and pathways enriched in each of the nine modules used to discover the molecular subtypes in the discovery cohort were identified using EnrichR. Each module was separated into genes positively or negatively correlated with the module eigengene and the Ensembl IDs were converted to gene symbols using biomaRt, and the following databases were queried: GO Biological Process 2015, KEGG 2016, WikiPathways 2016, TargetScan microRNA, Transcription Factor PPIs, TRANSFAC and JASPAR PWMs, OMIM Disease, Reactome 2016, and Biocarta 2016. Processes/pathways with an FDR

# Supplementary material for: Molecular subtyping reveals immune alterations associated with progression of bronchial premalignant lesions
**Source:** Nat Commun. 2019 Apr 23;10:1856. doi: 10.1038/s41467-019-09834-2
**Supplement:** Supplementary file 32 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

FASTQ files for RNA-Seq experiments were demultiplexed using Illumina CASAVA 1.8.2 or BaseSpace.  
RNA-seq processing pipeline software for human data ([https://github.com/joshua-d-campbell/nf-RNA\\_Seq\\_Preprocess](https://github.com/joshua-d-campbell/nf-RNA_Seq_Preprocess) v1.0): nextflow v0.24.4, star v2.5.2b, rsem v1.3.0, FastQC v0.11.3, Picard tools v2.8.0, GATK v3.5, rseqc v2.6.4, multiqc v0.9, samtools v1.4  
RNA-seq processing software for mouse data: star v2.4.2a, samtools v1.2, picard v1.138, trimmomatic v0.33, rseqc v2.6.1, rsem v1.2.23

#### Data analysis

All custom computer codes are available upon request from the corresponding author. Custom scripts utilized the following software: R-3.3.2, GSVA v1.22.4, Limma v3.30.13, ggplot2 v3.0.0, SummarizedExperiment v1.4.0, edgeR v3.16.5, ConsensusClusterPlus v1.38.0, biomaRt v2.30.0, estimate v1.0.13, heatmap3 v1.2.2, pamr v1.55, lme4 v1.1-13

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA sequencing data from human endobronchial biopsies and brushings has been deposited in the NCBI Gene Expression Omnibus under accession code GSE109743 [<http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE109743>]. RNA sequencing data from mouse lung samples treated with N-nitrosotris-(2-chloroethyl)urea has been deposited in the NCBI Gene Expression Omnibus under accession code GSE111091 [<http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111091>]. The source data underlying all figures and tables in the main text and supplementary information are provided as a Source Data file. All other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Subjects were selected that had biopsies collected in repeat locations via serial bronchoscopies; however, after RNA isolation, samples from 3 subjects had a single biopsy and 1 subject had a single brushing. mRNA sequencing was performed on a discovery cohort (DC) of samples comprising of endobronchial biopsies and brushes collected between 2010 and 2012 (n=30 subjects, n=197 biopsies, and n=91 brushings). mRNA sequencing was subsequently performed on a validation cohort (VC) of samples comprising of endobronchial biopsies and brushes collected between 2012 and 2015 (n=20 subjects, n=111 biopsies, and n=49 brushings).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data exclusions | Out of the 448 samples profiled, 432 passed quality metrics and were included in the analyses. Samples were excluded were sex annotation did not correlate with gene expression across CYorf15A, DDX3Y, KDM5D, RPS4Y1, USP9Y, and UTY (n=4 samples). Sample relatedness within a patient was confirmed using Peddy software(47). Samples with a high-rate of heterozygosity (more than 3 standard deviations above the median) or samples with low relatedness to samples from the same patient (more than 3 standard deviations below the median) were removed from further analyses (n=11 samples, 2 brushes and 9 biopsies). Samples were subsequently divided into the discovery and validation cohorts (as outlined above) and by tissue type (biopsy or brush). Subsequent sample and gene filtering was conducted separately on each set as follows: First, EdgeR was used to compute normalized data (library sizes normalized using TMM, trimmed mean of M-values, and log2 counts per million computed) and genes were excluded that either had an interquartile range equal to zero or a sum across samples equal or less than 1. Samples were excluded based on values greater than 2 standard deviations from the mean for more than one of the following criteria: 1) mean Pearson correlation with all other samples calculated across all filtered genes 2) the 1st or 2nd principal components calculated using the filtered gene expression matrix 3) transcript integrity number (TIN, computed by RSeQC). |
| Replication     | Results presented were derived in a discovery cohort of samples and replicated in a validation cohort.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Randomization   | The discovery and validation cohorts established based on when the samples were collected (see above).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | Blinding was not relevant to our study, as the goal was to discover biomarkers and potential therapeutics to detect and treat bronchial premalignant lesions. Future studies, where the biomarkers are rigorously tested will require blinding.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |

## Reporting for specific materials, systems and methods

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Unique biological materials |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Unique biological materials

Policy information about [availability of materials](#)

|                            |                                                                                                                                                              |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Obtaining unique materials | All unique materials used are available from the authors of commercial sources (Qiagen, Illumina, Dako, Cell Marque, ThermoFisher, BioLegend, Abcam, Sigma). |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Antibodies

|                 |                                                             |
|-----------------|-------------------------------------------------------------|
| Antibodies used | Antibody/Company/Catalog/Dilution/Antigen retrieval/Species |
|-----------------|-------------------------------------------------------------|

Immune cell type markers  
 CD68/Dako/m0876/1- 250/AR6/mouse  
 CD163/Cell Marque/163m-16/1-100/AR9/mouse  
 CD4/Thermo Fisher/ms1528S/1-100/AR9/mouse  
 CD8/Dako/M7103/1-100/AR9/mouse

Epithelial cell type and proliferation markers  
 Ac-a-Tub/Sigma/T6793/1-100/citrate/mouse  
 KRT5/BioLegend 905-901/1-100 citrate/chicken  
 KI67/Abcam/ab16667/1-100/citrate/rabbit

|            |                                                             |
|------------|-------------------------------------------------------------|
| Validation | Antibodies were validated individually using tonsil tissue. |
|------------|-------------------------------------------------------------|

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                     |
|-------------------------|---------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Female A/J and SWR/J mice from Jackson labs were purchased at ~6w. of age and entered into the study at ~8w. of age |
| Wild animals            | This study did not involve wild animals.                                                                            |
| Field-collected samples | This study did not involve did not involve the collection of field samples.                                         |

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|----------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Endobronchial biopsies and brushings were obtained from high-risk subjects undergoing lung cancer screening at approximately 1-year intervals by white light and auto-fluorescence bronchoscopy and computed tomography at Roswell. The bronchoscopy included visualization of the vocal cords, trachea, main carina, and orifices of the sub-segmental bronchi visible without causing trauma to the bronchial wall. All abnormal and suspicious areas are biopsied twice and the lung anatomic location is recorded (Fig. S10, Table S9). One biopsy was used for routine pathological evaluation and the other for molecular profiling. Additionally, a brushing was obtained from a normal appearing area of the left or right mainstem bronchus for research. Morphological criteria used to evaluate the biopsies are in accordance with World Health Organization (WHO) guidance. Eligibility for screening includes either a previous history of aerodigestive cancer and no disease at the time of enrollment or age greater than 50, a current or previous history of smoking for a minimum exposure of 20 pack-years and at least one additional risk factor including moderate chronic obstructive pulmonary disease (COPD) (defined as forced expiratory volume (FEV1) < 70%), confirmed asbestos related lung disease or a strong family history of lung cancer (at least 1-2 first degree relatives). |
| Recruitment                | Patients that meet the eligibility criteria above are referred for lung cancer screening. The population is usually comprised of older adults with smoking histories.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

How the deposited data were processed for this re-analysis (not part of the article)

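The data are from RNA sequencing of 40 samples from SWR/J and A/J mice, as LCM samples (25 collected) and whole lung samples (15 collected). The authors prepared TruSeq libraries, sequenced single-end reads of 50 nucleotides, trimmed them with Trimmomatic, aligned them to mm9 with 2-pass STAR, and deposited RSEM expected counts per gene based on Ensembl annotation. The deposited expected counts are not normalized, and 88.8% of the values are whole numbers. The gene identifiers were all found in an Ensembl-based annotation of the same genome assembly (NCBIM37), which gave the gene symbols, positions and biotypes. The strain, sample type, dysplasia grade, quality label, median TIN, total reads and uniquely aligned reads of each sample came from the deposited labels, and the group sizes were checked against the paper's list of samples. The samples of all columns were used. The human data sets of the paper were not analysed here.

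The comparisons used the 25 samples with the passed label, in 3 groups: normal (n = 7), mild dysplasia (n = 5) and high-grade (n = 13), the last made of moderate/severe dysplasia, severe dysplasia and CIS/SCC tumor. Samples that come from the same animal could not be identified from the labels, and each sample was treated as independent. The expected counts in these samples summed to between 2667387 and 16534728, with a median of 9075416. Expression is reported relative to library size, and its precision is given by the SD between samples, which includes the counting error.

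Expected counts were rounded to whole numbers for edgeR 4.0.16 and DESeq2 1.42.0 in R 4.3.3. In edgeR the library sizes were normalized with TMM, and the robust quasi-likelihood test was run on the 15630 genes that pass a gene filter with the criteria of the paper (an interquartile range above 0 and a sum over samples above 1), computed on log2 CPM with a prior count of 2. The paper does not name its prior count, and a prior count of 0.25 keeps 14897 genes. Median TIN, strain and sample type were covariates. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The standard error of a log2 fold change was obtained as its absolute value divided by the square root of the test's F statistic. Histology was tested as groups, as a rank of grade from 0 to 4, and as an interaction of high-grade with sample type or with strain. The genes named from the lists of the paper and from the comparison of high-grade with normal samples follow a rule: the 12 marker genes the paper names for its subtypes, the 22 genes of its predictor, and for high-grade against normal the 5 genes that rose most and the 5 that fell most among those under the threshold with a mean of at least 1 log2 CPM and the same direction in both sample types. Because 3 genes were under the threshold, this last part of the rule gave 3 genes. The 5 genes named for the rank of grade are outside the rule and were chosen after their values were seen.

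For the module comparisons, log2 CPM were adjusted by linear regression for median TIN, strain and sample type, and z-scored. The genes of Modules 1 to 5 came from the supplementary lists of genes in the enriched pathways of each module, with those the figures name. Those of Modules 6 to 9 came from the paper's text, figures and tables, with all ribosomal protein genes (Rpl and Rps) for Module 7. They were matched to mouse genes of the same symbol without regard to case, and genes without such a match were left out. In the lists with signs, only genes positively correlated with the eigengene were scored. Module scores were compared with an exact permutation test, two-sided, with adjustment over the 9 modules. With all 40 samples, 100000 random permutations took the place of the exact test. The coherence of a module is the percentile of its PC1 share among 10000 random gene sets matched by deciles of mean expression. The WGCNA package was not available, so its steps were written in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1: an unsigned network with power 6, topological overlap, average linkage, a dynamic hybrid tree method with deepSplit 2 and a minimum size of 20 genes without the reassignment stage, and a merge height of 0.15.

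The tests were tried on simulated data. With true log2 fold changes of 2 in 200 of the 15630 genes, edgeR recovered 160 genes for high-grade and 112 for mild dysplasia, with 8 and 3 false calls, and DESeq2 recovered 179 and 144 with 36 and 27 false calls. For the rank of grade with a change of 1 per step, edgeR recovered 183 of 200 genes. For the interactions, with a change of 4, it recovered 171 for sample type and 160 for strain. The network steps recovered 8 of 8 simulated modules but also placed 539 of 1000 unlinked genes in modules.

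The comparisons with their covariates and tests, the rule for named genes and the alternatives were chosen before the data were examined. The scores of tissues and cell types, the random covariates, the random gene sets for the correlations with mouse modules, the direction of change by sample type and the correlations between scores were not part of that choice. The alternatives were DESeq2 with its size factors, other gene filters, other covariates, all 40 samples, the histology in the description of the labels, each sample type alone, each sample left out in turn, and for the modules other adjustments, scores, gene lists and network settings. For each comparison across genes, 99 other splits of the samples into groups of the same sizes were drawn with a fixed seed and tested with the real one, which makes 100 splits. Scores of tissues and cell types were computed from 8 lists of marker genes as mean z-scores of log2 CPM. The lymphocyte, thymocyte, alveolar, skeletal muscle and thyroid scores were added to the models as covariates, and the heart muscle, keratinized squamous and ciliated scores were not. As a control for any added covariate, 99 random orders of the lymphocyte score were added in the same way. Correlations over samples were tested with 100000 permutations, and 4 were computed. Transcript-level counts, reads and variants were not used, because the deposited file holds gene-level values only.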

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

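The tests with a thymocyte score, with random covariates and with the direction of change in each sample type were chosen only after the result was seen.

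In 118 groups of values, 5 held a sample far from the others in its group, and chance gives about 5.9, or 1 group in 20. Among the normal samples, sample 46 had 1.27 log2 CPM of Rpl26, against 2.37 to 2.93 in the others, and sample 72 had 9.17 log2 CPM of Cd53, against 4.74 to 6.47. Among the samples with mild dysplasia, sample 7 had a Module 5 score of -0.902, against -0.586 to -0.481, and 0.13 log2 CPM of Epsti1, against 2.86 to 3.95. Sample 73 had 5.10 log2 CPM of Foxj1, against 6.95 to 7.15. Their number is not above that of chance, and no biological explanation was tested for them. Sample 72 is also the sample that departed in mean correlation from the others, and it had the highest lymphocyte score of the 25 samples (1.82).

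The paper does not report a comparison of mild dysplasia with normal mouse samples, and 1945 genes were under the threshold in it. Of 100 splits of the samples, the real split alone (1) gave as many genes, and the largest other split gave 1 gene. Gene length and GC content were weakly related or unrelated to the log2 fold changes across genes, which are not independent replicates (Spearman rho 0.216 and 0.00475). The share of counts taken by the 10 top genes of a sample did not differ (exact permutation p = 0.905). Without sample 7c, which from its name may come from the same animal as sample 7, 1096 genes were under the threshold, of which 1068 are among the 1945. Over all tested genes, most of them not under the threshold, 66.3% had the same sign in LCM and in whole lung samples, and the correlation of their log2 fold changes was 0.286. Scores of other cells and tissues were then added to the model. With a lymphocyte score 0 genes were under the threshold (2472 with an unadjusted p-value under 0.05), with an alveolar score 0 (2219 with an unadjusted p-value under 0.05), with a thymocyte score 238, with library size 88, with a skeletal muscle score 772 and with a thyroid score 2058. Of 99 random covariates, 13 also more than halved the number and 3 left 0 genes. The thymocyte score was lower in mild dysplasia than in normal samples (a difference of -1.61, exact permutation p = 0.00253, adjusted p = 0.0202 over 8 lists), in 5 of 5 samples below the normal mean. The other scores did not differ under the threshold in mild dysplasia: the lymphocyte score by -1.01 (exact permutation p = 0.0391, adjusted p = 0.157, 4 of 5 samples below the normal mean), the alveolar score by 0.870 (exact permutation p = 0.128, adjusted p = 0.255, 0 of 5 below) and the skeletal muscle score by -0.325 (exact permutation p = 0.484, adjusted p = 0.645, 3 of 5 below). With 5 samples against 7 these tests exclude none of the scores. The ciliated score (difference 1.07, exact permutation p = 0.0821, adjusted p = 0.219, 1 of 5 below) was not added to the model and is not excluded either. With the histology in the description of the labels, in which samples 7c and SM1 are in the other group, 0 genes were under the threshold (2501 with an unadjusted p-value under 0.05). The paper's table argues against this description for both samples. It lists no A/J sample with mild dysplasia, and its counts are those of the grade. The doses in the labels, 15 μmol for 7c and 0 μmol for SM1, also go with the grade. A loss of power from an added covariate may explain the falls in number with a score, but not the 1945 genes themselves. RNA from thymocytes, lymphocytes, alveolar cells or muscle, library size and the sample type remain as explanations. The pattern cannot be told apart from them. A biological effect of mild dysplasia cannot be separated from them either, because a change of cell types may be part of the lesion, and because every sample with mild dysplasia is at the same dose and from the same strain.

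The paper also reports no comparison of high-grade with normal mouse samples, and 3 genes (Mfsd2a, Sema6b and Ubxn11) were under the threshold. Of 100 splits, 2 gave as many genes, the real one included, and 12 gave as many genes with an unadjusted p-value under 0.05. The number rose to 45 genes with a skeletal muscle score in the model, to 9 with a thyroid score and to 19 with library size, and all 3 genes were among them each time. It fell to 0 genes with a lymphocyte score (650 with an unadjusted p-value under 0.05), with an alveolar score (1531) or with a thymocyte score (605). Of the 99 random covariates, 2 more than doubled the number and 21 left 0 genes, so a fall to 0 separates none of these scores from an arbitrary covariate. The highest number with a random covariate was 333, so a rise of this size was rare but can also come from an arbitrary covariate. Differences in muscle or thyroid RNA and in library size between samples may hide high-grade genes, which is a hypothesis from the same data. An effect of the NTCU treatment, which by the labels only the normal samples lack, cannot be separated from histology here.

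When the histological grade was entered as a rank, 41 genes followed it, which the paper does not report. Of 100 splits, the real split alone (1) gave as many, and the largest other split gave 4 genes. At an unadjusted p-value under 0.05, 8 of 100 splits gave as many genes. With a lymphocyte score 1 gene was under the threshold and with a thymocyte score 0 genes (1432 with an unadjusted p-value under 0.05), both below the lowest number with a random covariate, 5. With a thyroid score 14 genes were under the threshold, with an alveolar score 67 and with a skeletal muscle score 191, which lie within the range of the random covariates. With library size 380 genes were under the threshold, above the highest number with a random covariate, 266. Of the 99 random covariates, 27 more than halved or more than doubled the number. The lymphocyte and thymocyte scores were lower in high-grade than in normal samples, not under the threshold (differences of -0.962 and -1.05, adjusted p = 0.112 for both in exact permutation tests, with 2 and 4 of 13 samples above the normal mean). In normal, mild dysplasia and high-grade samples the lymphocyte means were 0.702, -0.309 and -0.259. The thymocyte means were 0.868, -0.741 and -0.183, so neither score fell steadily over these groups. The high-grade group pools moderate/severe dysplasia, severe dysplasia and CIS/SCC tumor, so its mean cannot show a fall at the top grade. CIS/SCC tumor samples 49 and 84 had lymphocyte scores of -1.459 and -1.111 and thymocyte scores of -1.166 and -1.056. These scores lie below the means of all the groups, which goes with RNA from lymphocytes or thymocytes as an explanation. RNA from these cells is a candidate explanation that the data do not exclude, and so the pattern is not called biological. NTCU treatment, which by the labels only the normal samples lack, is not excluded either.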

How the results depend on the processing

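All alternatives were chosen before the data were examined. The sign of the mild dysplasia genes in each sample type was examined only after the result was seen. The named genes in this part include those for the rank of grade, which were also chosen after their values were seen. The groups share no replicate numbers, so no paired comparison was possible.

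The number of high-grade genes was 3 and stayed at 3 with filterByExpr and at 2 with the histology in the description of the labels. It was 91 with DESeq2 (75 higher and 16 lower), 1 without a gene filter, 5 without TIN, 1 without strain and sample type, 5 with all 40 samples, 0 with LCM samples only (784 with an unadjusted p-value under 0.05) and 0 with whole lung samples only (1190). Across the 25 fits that each left out 1 sample it ranged from 0 to 6 genes (770 to 2204 with an unadjusted p-value under 0.05). The cause of these changes was not tested.

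The number of mild dysplasia genes was 1945. It stayed within 1.5 times this number with filterByExpr (1977), without a gene filter (1457) and without TIN (1925). It was 3653 with DESeq2, 1 with all 40 samples, and 0 without strain and sample type (3345 with an unadjusted p-value under 0.05), with the histology in the description (2501), with LCM samples only (1875) and with whole lung samples only (3513). Leaving out 1 sample gave 643 to 3118 genes. The cause was not tested. In whole lung samples alone 1931 of the 1945 genes had the same sign, and in LCM samples alone 1945 of 1945, but these genes were selected in a fit of the same samples, which largely fixes their sign in each part.

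The number of genes that follow the grade was 41. It stayed within 1.5 times this number with filterByExpr (48), all 40 samples (47) and the description (46), of which 41, 15 and 34 are among the 41. It was 538 with DESeq2 (275 rose and 263 fell), 63 without a gene filter, 182 without TIN, 182 without strain and sample type, 0 with LCM samples only (1464 with an unadjusted p-value under 0.05) and 0 with whole lung samples only (1190). Leaving out 1 sample gave 1 to 153 genes, with 1 gene without CIS/SCC tumor sample 49 and 5 genes without CIS/SCC tumor sample 84. It was 10, 12 and 8 without normal samples 46, 70 and 81, so the number rests on a few samples. For the interactions with sample type and strain, 0 genes were under the threshold in edgeR (1117 and 678 with an unadjusted p-value under 0.05), and DESeq2 gave 2 and 5 genes. Leaving out 1 sample gave 0 to 0 genes for sample type (567 to 1789 with an unadjusted p-value under 0.05) and 0 to 1 for strain (420 to 1197). The cause was not tested. DESeq2 made more false calls than edgeR on simulated data (36 of 215 calls against 8 of 168 for high-grade).

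The Module 3 score kept its direction in all 9 alternatives, and its adjusted p-value was over the threshold in 8. The difference was 0.611 without adjustment (adjusted p = 0.150), 0.6248 with DESeq2's size factors (0.0583), 1.13 with PC1 as the score (0.0666), 0.322 with only the predictor genes (0.695), 0.561 with the description (0.255), 0.303 with LCM samples only (0.588) and 0.947 with whole lung samples only (0.129), in exact permutation tests. With all 40 samples it was 0.415 (adjusted p = 0.554 from 100000 random permutations). Without TIN its adjusted p-value was 0.0275. Leaving out 1 sample gave 0.600 to 0.777, with adjusted p-values from 0.0213 to 0.104 in exact permutation tests. The adjusted p-value was over the threshold in 16 of these 25 fits. The Module 9 score was under the threshold without TIN (-0.822, adjusted p = 0.0431 over a range of 0.0431 to 0.588 for its alternatives). It lay between -0.748 and -0.535 when 1 sample was left out, with adjusted p-values from 0.0431 to 0.299 in exact permutation tests. In 2 of these 25 fits it was under the threshold, without normal sample 46 (adjusted p = 0.0431) and without high-grade sample 40 (-0.716, adjusted p = 0.0457). The direction reversed for Module 1 with LCM samples only (-0.0406), for Module 4 (-0.760) and Module 6 (0.504) with whole lung samples only, and for Module 5 with all 40 samples (0.137). It reversed for Module 7 without adjustment (0.232), without TIN (0.222), with the predictor genes (0.1998), with LCM samples only (0.706) and with all 40 samples (0.297). For Module 8 it reversed without adjustment (-0.136), without TIN (-0.117), with DESeq2's size factors (-0.0198), with PC1 (-0.991), with the predictor genes (-0.564) and with LCM samples only (-0.135). Leaving out 1 sample gave -0.0886 to 0.279 for Module 4, -0.262 to 0.228 for Module 6, -0.335 to 0.0117 for Module 7 and -0.0908 to 0.125 for Module 8. The differences of Modules 4, 6, 7 and 8 are smaller than the SD of either group, and the cause of the reversals was not tested.

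The percentile of module coherence moved with all 40 samples to 99.5 for Module 1, 62.3 for Module 3, 96.1 for Module 6, 41.3 for Module 8 and 97.6 for Module 9. With only the predictor genes it was 99.9 for Module 1, 99.8 for Module 2, 49.4 for Module 3, 97.6 for Module 4, 99.7 for Module 6, 80.2 for Module 7, 99.97 for Module 8 and 78.99 for Module 9. Module 8 was at 99.4 without adjustment and at 99.6 without TIN. The number of mouse modules was 31 with a merge height of 0.25 and 21 with all 40 samples, against 61. The largest correlation fell below 0.85 with all 40 samples for Module 1 (0.833), Module 5 (0.789) and Module 9 (0.847), and with a merge height of 0.25 for Module 4 (0.776). It rose for Module 5 from 0.897 to 0.962 with a minimum module size of 30 genes, to 0.976 with a power of 9 and to 0.974 without adjustment. The number of genes kept by the gene filter stayed within 1.5 times 15630 in 4 alternatives. The cause of these changes was not tested.

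Of 360 log2 fold changes of named genes under other alternatives, 56 changed their call or direction, 28 of them to a p-value over the threshold and 28 in direction. In high-grade against normal samples the direction reversed with LCM samples only for Btg2 (0.21), Foxj1 (-0.64), Kirrel (-0.0083), Marveld1 (-0.062), Mki67 (0.11), Phldb1 (-0.37), Rpl23 (0.79) and Zfp36 (-0.071). With whole lung samples only it reversed for Ccnl2 (0.19), Cd53 (0.099), Cox6a1 (-0.19), Cox7a2 (-0.70), Ift88 (0.11), Keap1 (-0.034), Luc7l (0.080), Nek11 (0.57), Nfe2l2 (-0.10), Pik3ca (-0.015) and Scgb1a1 (1.10). With all 40 samples it reversed for Cd53 (0.082), Foxj1 (-0.40), Keap1 (-0.072), Rpl23 (0.38) and Ube2l6 (-0.15). It also reversed for Foxj1 with the description (-0.44), for Pik3ca without strain and sample type (-0.016), and without TIN for Rpl23 (0.19) and Ube2l6 (-0.037). The cause was not tested.

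Of 1000 values with 1 sample left out, 69 changed, 43 to a p-value over the threshold and 26 in direction. The ranges that cross 0 are -0.42 to 0.023 for Btg2, -0.28 to 0.067 for Ccnl2, -0.50 to 0.18 for Cd53, -0.19 to 0.53 for Foxj1, -0.39 to 0.033 for Ift88, -0.0027 to 0.10 for Keap1, -0.030 to 0.96 for Krt5, -0.70 to 0.23 for Mki67, -1.08 to 0.037 for Nek11, -0.087 to 0.66 for Nfe2l2, -0.035 to 0.11 for Pik3ca, -0.24 to 0.15 for Rpl23 and -0.87 to 0.45 for Scgb1a1. Mfsd2a ranged from 2.38 to 2.89, Sema6b from 1.84 to 2.11 and Ubxn11 from -0.95 to -0.85. Their adjusted p-value from edgeR was over the threshold in 9, 18 and 11 of the 25 fits, and reached 0.123, 0.218 and 0.155.

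With simulated log2 fold changes of 2, edgeR recovered 160 of 200 genes for high-grade and 112 of 200 for mild dysplasia at the depth and number of samples of these data. Smaller changes were not simulated, so what the depth hides below that size is not known.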

Differences from the paper's values

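The settings named here were set before the data were examined, and no test was chosen after the result was seen. The network of the 25 mouse samples had 61 modules, and the paper's number is 40. With a minimum module size of 30 genes (49 modules), a merge height of 0.25 (31 modules), values without adjustment (54 modules) and a power of 9 (43 modules), the number falls within 1.5 times the paper's, and with all 40 samples (21 modules) it does not. The steps were written out anew and the package was not used.

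The gene filter kept 15630 genes, and the paper's number is 14897. With a prior count of 0.25 in place of 2 the filter kept 14897 genes, which is the paper's number. The paper's text does not name the prior count.

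The paper's text lists 3 normal SWR/J LCM samples, and the table that follows it and the deposited labels give 4. The paper gives doses of 15 or 25 μmol, and the labels give these doses for 7 and 6 samples and other doses for the other treated samples, from 14 to 50 μmol. The paper describes a sample filter on 3 measures after the 15 samples with few uniquely aligned reads were removed, and keeps 25 samples. Among these 25, a departure of more than 2 SD was found in at least 1 measure for 2 samples.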

Other observations

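The tests of random gene sets, of the thymocyte score, of the lymphocyte score against the Module 5 score, and of skeletal muscle with thyroid RNA were chosen only after the result was seen.

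Each biopsy module correlated above 0.85 with a mouse module, and so did at least 5% of the random gene sets of the same size for 9 of the 9 modules. A candidate explanation is that in 25 samples a network with many modules holds a module close to almost any gene set. The percentile of the coefficient among the random sets was at least 98.0 for Modules 1, 2, 4, 6 and 7. It was 90.7 for Module 8, 34.4 for Module 9, 16.6 for Module 3 and 0.6 for Module 5. Random sets were drawn for 1 network, that of the settings reported with the correlations. The share of variance taken by PC1, which does not use the network, was at the percentile 99.8 or above for 9 of the 9 modules.

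The Module 3 score was higher in high-grade samples, and its genes include immediate early genes, a class of genes that may respond to handling of tissue. The score without adjustment was unrelated to median TIN (Pearson r = 0.202, permutation p = 0.334, adjusted p = 0.334; Spearman rho = 0.182, permutation p = 0.380; n = 25; r without the 2 samples farthest from the median = 0.176; r = 0.246 in LCM and 0.179 in whole lung samples). With covariates added to the adjustment, the exact permutation p was 0.0731 for a lymphocyte score (difference 0.441, 10 of 13 samples above the normal mean), 0.0558 for an alveolar score (0.515, 11 of 13) and 0.119 for a thymocyte score (0.415, 10 of 13). It was 0.00170 for a skeletal muscle score (0.775, 12 of 13), 0.00433 for a thyroid score (0.714, 13 of 13) and 0.00161 for library size (0.818, 13 of 13). RNA from lymphocytes, thymocytes or alveolar cells therefore remains as an explanation. The time between removal and freezing of the tissue is not in the labels and was not tested.

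Module 5 holds cell cycle genes, and its score was not higher in high-grade than in normal samples. A candidate explanation is RNA from dividing thymocytes in some normal samples. The thymocyte score (Rag1, Rag2, Dntt, Ptcra, Cd8b1 and Themis, of which 5 genes passed the filter) and the Module 5 score were correlated over the 25 samples (Pearson r = 0.785, permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 4e-05; Spearman rho = 0.609, permutation p = 0.00129, adjusted p = 0.00516). Without the 2 samples farthest from the median r was 0.711, and it was 0.756 in LCM and 0.852 in whole lung samples. Normal samples 2B, 70 and 81 had thymocyte scores of 1.55, 1.67 and 1.40 and Module 5 scores of 1.37, 1.38 and 1.24. High-grade samples 40, 75 and 47 had thymocyte scores of 1.47, 1.27 and 1.08 and Module 5 scores of 1.69, 1.014 and 0.594, so the signal is not limited to normal samples. The lymphocyte score was less closely correlated with the Module 5 score (r = 0.473, permutation p = 0.0175, adjusted p = 0.0234; rho = 0.450, permutation p = 0.0249, adjusted p = 0.0498; r without the 2 farthest samples 0.619; 0.718 in LCM and 0.324 in whole lung samples), and 4 such relations were computed. With the thymocyte score in the adjustment the difference between high-grade and normal samples was 0.349 (exact permutation p = 0.3204, 9 of 13 samples above the normal mean), and with the lymphocyte score it was 0.0323 (exact permutation p = 0.936, 7 of 13). The adjustment changed the sign of the difference, which was not under the threshold with or without it, so the test does not exclude thymocyte RNA as the explanation and does not establish it.

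Thyroglobulin (Tg) reached 12.86 log2 CPM in moderate/severe dysplasia sample 45 (LCM) and 12.88 in sample 78 (whole lung), the 2 highest of the 25 samples. Tissue next to the airway taken with the sample may bring thyroid and muscle RNA, in which case their scores would rise together. Over the 25 samples they were related by Pearson r = 0.490 (permutation p = 0.0116, adjusted p = 0.0232) and Spearman rho = 0.321 (permutation p = 0.116, adjusted p = 0.155). Without samples 79 and 78, the 2 farthest from the median of the skeletal muscle score, r was 0.354. It was 0.258 in LCM and 0.650 in whole lung samples. The relation rests in part on samples 79 and 78. Samples 45 and 78 also had high skeletal muscle scores (1.56 and 1.58), and tissue carried over in a few samples would give such a relation. Ranks would hide it, and the removal of sample 78 would weaken it, while sample 45 was not removed. The skeletal muscle score did not differ by lesion grade (high-grade minus normal 0.450, exact permutation p = 0.324, adjusted p = 0.450, 9 of 13 samples above the normal mean). Tissue carried over is therefore not excluded, and a relation of muscle RNA with lesion grade was not found.

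LCM samples failed the limit on uniquely aligned reads more often than whole lung samples (12 of 25 against 3 of 15), and Fisher's exact test did not separate the sample types (p = 0.101). For the interactions of high-grade histology with sample type and with strain, 0 genes were under the threshold (1117 and 678 with an unadjusted p-value under 0.05). A count of 0 is reached by 100 of 100 splits in each case whatever the data, so the splits cannot tell. At an unadjusted p-value under 0.05, 21 and 64 of 100 splits gave as many genes. Across genes, which are not independent replicates, the log2 fold changes of mild dysplasia and of high-grade samples had a correlation of 0.4662. Both comparisons use the same normal samples, which alone makes their log2 fold changes correlate. The correlation expected from that was not computed, so the value is not evidence of a shared change.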
